# Direct current stimulation modulates gene expression in isolated astrocytes with implications for glia-mediated plasticity

**DOI:** 10.1038/s41598-022-22394-8

**Published:** 2022-10-26

**Authors:** Limary M. Cancel, Dharia Silas, Marom Bikson, John M. Tarbell

**Keywords:** Biomedical engineering, Cellular neuroscience

## Abstract

While the applications of transcranial direct current stimulation (tDCS) across brain disease and cognition are diverse, they rely on changes in brain function outlasting stimulation. The cellular mechanisms of DCS leading to brain plasticity have been studied, but the role of astrocytes remains unaddressed. We previously predicted that during tDCS current is concentrated across the blood brain-barrier. This will amplify exposure of endothelial cells (ECs) that form blood vessels and of astrocytes that wrap around them. The objective of this study was to investigate the effect of tDCS on the gene expression by astrocytes or ECs. DCS (0.1 or 1 mA, 10 min) was applied to monolayers of mouse brain ECs or human astrocytes. Gene expression of a set of neuroactive genes were measured using RT-qPCR. Expression was assessed immediately or 1 h after DCS. Because we previously showed that DCS can produce electroosmotic flow and fluid shear stress known to influence EC and astrocyte function, we compared three interventions: pressure-driven flow across the monolayer alone, pressure-driven flow plus DCS, and DCS alone with flow blocked. We show that DCS can directly modulate gene expression in astrocytes (notably FOS and BDNF), independent of but synergistic with pressure-driven flow gene expression. In ECs, pressure-driven flow activates genes expression with no evidence of further contribution from DCS. In ECs, DCS alone produced mixed effects including an upregulation of FGF9 and downregulation of NTF3. We propose a new adjunct mechanism for tDCS based on glial meditated plasticity.

## Introduction

The investigation of transcranial direct current stimulation (tDCS) as a noninvasive brain stimulation tool spans decades, including both healthy subjects and patients with a range of neurological conditions^1–4^. tDCS induces changes in neuronal activity and promotes changes in long-term plasticity^5–8^. tDCS has been shown to alter the neuronal gene expression of several plasticity-associated genes, notably BDNF^9,10^. BDNF responsiveness impacts sensitivity to tDCS in both human and animal models^5,11^.

Astrocytes, the most numerous glial cell type in the human nervous system, are integral to long term synaptic plasticity, as well as directly undergoing phenotypic plasticity^12^. BDNF is expressed in neuronal cells but also in other cells—notably astrocytes^13^. In vivo studies show tDCS induces large-amplitude astrocytic Ca^2+^ surges^14^, leading to the hypothesis that tDCS-induced astrocytic activity affects the metaplasticity of the cortex. Here we measured the effects of DCS on neuro-active gene expression, including BDNF, on astrocytes in vitro to characterize a glial-mediated plasticity pathway.

The blood–brain barrier (BBB) is formed by a single layer of endothelial cells (EC) around which pericytes and astrocyte foot processes are wrapped. As part of a broader neurovascular-modulation hypothesis^15^, we previously demonstrated that DCS increases permeability of an in vitro BBB model via the mechanism of electroosmosis^16,17^, and increases BBB permeability in the rat brain^18^. In a current flow modeling study, we proposed that current funneling into capillaries results in a > 400 × amplification in the electric field across the BBB^19^. Here we note this current density concentration may also impact astrocytes wrapped around capillaries.

The aim of the present study was to determine the effect of DCS on the gene expression of isolated astrocytes or ECs in vitro. Expression of neuro-active genes was measured immediately and 1-h after application of DCS at 0.1 mA and 1 mA for 10 min. Since DCS-induced electroosmosis imposes fluid shear stress that can in turn alter gene expression^20–23^, we also sought to separate the effects of DCS dependent-on and independent-of fluid shear stress. Our results point to an interplay between gene activation by pressure-driven flow in the absence of DCS, pressure-driven flow combined with DCS (producing electroosmosis), and DCS on its own with flow (and so electroosmosis) blocked. Expanding previous studies on gene induction by tDCS with mixed cell types^9,24–26^, we found that DCS induced a significant upregulation of FOS and BDNF in isolated astrocytes that occurred along-side but did not require electroosmosis. DCS effects on ECs were largely hard to distinguish from those depending on flow induction.

## Materials and methods

### Cell culture

All reagents were from Sigma (St. Louis, MO) unless otherwise indicated. A mouse brain endothelial cell line, bEnd.3, was obtained from American Type Culture Collection (Manassas, VA) and cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS; Hyclone, Logan, UT), 3 mM L-glutamine, and 1% penicillin–streptomycin. bEnd.3s were plated at 6 × 10^4^ cells/cm^2^ in Transwell PET membrane filters (1.1 or 4.67 cm^2^ membrane area, 0.4 µm pores; Corning, Lowell, MA) coated with fibronectin and cultured for 4–5 days before DCS experiments. Experimental media consisted of phenol-red free DMEM supplemented with 1% bovine serum albumin.

Human astrocytes (HA) were obtained from Cell Applications (San Diego, CA) and cultured according to the manufacturer’s instructions. HA were plated at 3 × 10^4^ cells/cm^2^ in Transwell filters coated with fibronectin and cultured for 5–6 days before DCS experiments. Experimental media consisted of HA basal medium (Cell Applications, San Diego, CA) supplemented with 1% bovine serum albumin.

### Direct current stimulation

The Transwell filter containing a bEnd.3 or HA monolayer was inserted and sealed in a custom made transport chamber (Fig. 1), as previously described^16^. Briefly, the transport chamber consisted of luminal and abluminal compartments separated by the cell monolayer. The abluminal compartment was connected to a reservoir that could be lowered to apply a hydrostatic pressure differential that induced convective flow across the monolayer. Water was transported solely across the cell monolayer.

**Figure 1:**
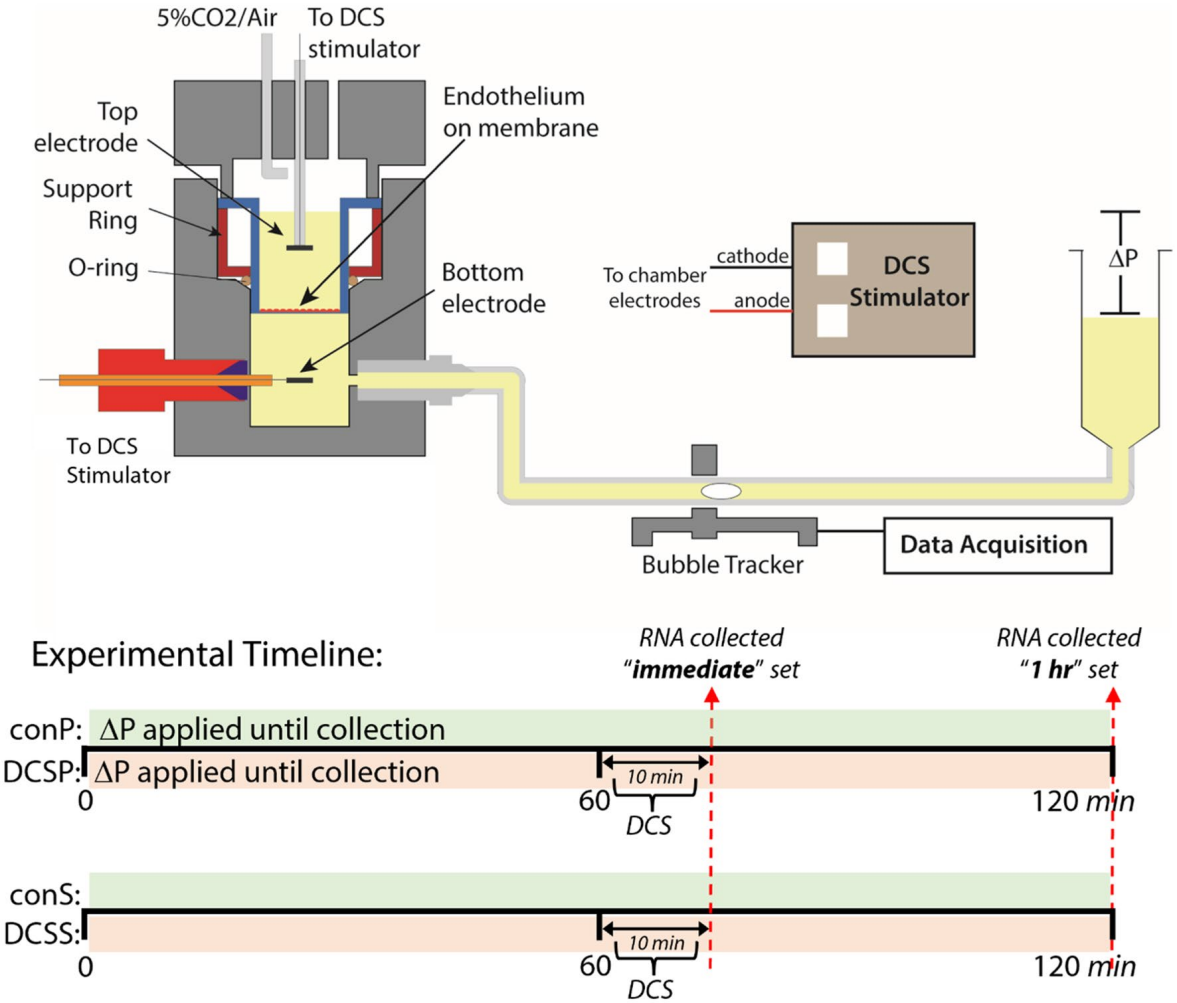
Top: Transport system used to apply direct current stimulation (DCS) to cell monolayers. Transwell filters containing the cell monolayer were sealed inside the chamber. Water flux was measured, via the automated bubble tracker, after the application of a 10 cm H_2_O hydrostatic pressure differential (ΔP). Cell monolayers were stimulated with 0.1–1 mA current for 10 min using a transcranial Direct Current Stimulator. Bottom: Timeline of ΔP and DCS application, and RNA collection, for each experimental group. Note that in the “immediate” collection set of samples, conP and DCSP groups are exposed to ~ 1 h of ΔP, whereas in the “1 h” collection set, conP and DCSP groups are exposed to ~ 2 h if ΔP. Top figure was modified from Sci. Rep. 8, 1–13 (2018).

Direct current stimulation was accomplished with a pair of Ag/AgCl electrodes (4 mm x 1 mm disk; A-M Systems, Sequim, WA) positioned 6 mm above and below the cell monolayer. In experiments using the large Transwell membrane, Ag/AgCl electrodes were 8 mm x 1 mm disks positioned 14 mm above and below the cell monolayer. A transcranial Direct Current Stimulator (model 1300-A, Soterix Medical, New York, NY) was used to apply 0.1–1 mA current across the monolayers for 10 min. The current was ramped up to the final value and ramped down to zero over 30 s.

In a typical experiment, the Transwell filter was rinsed twice with experimental medium before being inserted into the transport chamber. DCS was applied in conjunction with a pressure differential that induced transmural fluid flow (shear stress) across the monolayer (DCS P), or static (DCS S) conditions. A static control kept in an incubator for the duration of the experiment was used as the calibrator sample for gene expression analysis. To account for the effect of shear stress on gene expression, a transmural flow control (con P) not exposed to DCS was also included. Each pressure experiment began by lowering the abluminal reservoir to apply a 10 cm H_2_O pressure differential. To ensure that monolayers were intact and sealed, transmural flow (water flux) was measured for 60 min before DCS was applied for 10 min. The con P and DCS P conditions applied a 10 cm H_2_O pressure differential that induced a transmural flow (shear stress) of similar magnitude to that of the electroosmotic flow induced by DCS^16^. The DCS S condition fixed the volume of the system to prevent electroosmotic flow. These conditions made it possible to isolate electroosmotic flow influences from direct current influences. Note that when RNA was collected immediately, pressurized samples (con P and DCS P) were exposed to pressure-driven flow for a total of ~ 1 h, whereas when RNA is collected 1 h after DCS, these samples are exposed to pressure-driven flow for a total of ~ 2 h (see Fig. 1 for experimental timeline).

A note of clarification: In this manuscript we are referring to “shear stress” as that associated with electroosmotic flow induced by DCS. This is flow perpendicular to the monolayer surface induced by fluid that is dragged across the monolayer by the ions carrying the current. This shear stress should not be confused with the shear stress of flowing blood parallel to the surface of endothelial cells*.*

### Real time RT-qPCR

Gene expression was evaluated after a 10-min exposure to DCS with RNA collection performed either immediately after DCS, or 1 h after DCS. Total RNA was extracted using the RNeasy Mini kit (Qiagen, Hilden, Germany) and reversed transcribed to cDNA using the High-Capacity cDNA Reverse Transcription kit (Thermo Scientific, Waltham, MA) according to the manufacturer’s instructions. Real time RT-qPCR was performed on the 7300 Real Time PCR System from Applied Biosystems (Foster City, CA). Tables S1 and S2 list the primers used for bEnd.3 and HA, respectively.

### Protein expression

Western Blot for c-FOS**:** Cells were lysed in RIPA buffer containing 0.1 mL Halt protease inhibitor cocktail (Thermo Scientific) and 0.1 mL phosphatase inhibitor cocktail I (Roche, Basel, Switzerland), scraped, and sonicated. Cell extracts were separated by 12% SDS-PAGE, and proteins were transferred to PVDF membranes. Membranes were blocked with 5% nonfat dry milk for 1 h at room temperature and incubated with primary antibody against c-FOS (1:100, Santa Cruz Biotechnologies; Dallas, TX) overnight at 4 °C. Membranes were incubated with HRP-conjugated anti-mouse IgG secondary antibody for 1 h at room temperature and visualized using the ECL kit (Thermo Scientific). Bands were detected with the ChemiDoc XRS system (BioRad; Hercules, CA). Blots were stripped with Restore stripping buffer (Thermo Scientific), incubated with primary antibody against b-Actin (1:5000), and followed by secondary antibody incubation, visualization and band detection as above. Bands were quantified by densitometry using ImageJ.

### Data analysis

Relative gene expression data are presented as mean values (Figs. 1 and 2). The mean + SEM data is presented in the supplementary information. GraphPad Prism was used for statistical analyses. For RT-qPCR, con S samples were used as the calibrator and comparisons were made between each group and the hypothetical value of the calibrator (1.0) using a Wilcoxon signed-rank test with *p* < 0.05 considered significant. For protein expression, unpaired two-tailed student’s t-test were used with *p* < 0.05 considered significant.

**Figure 2:**
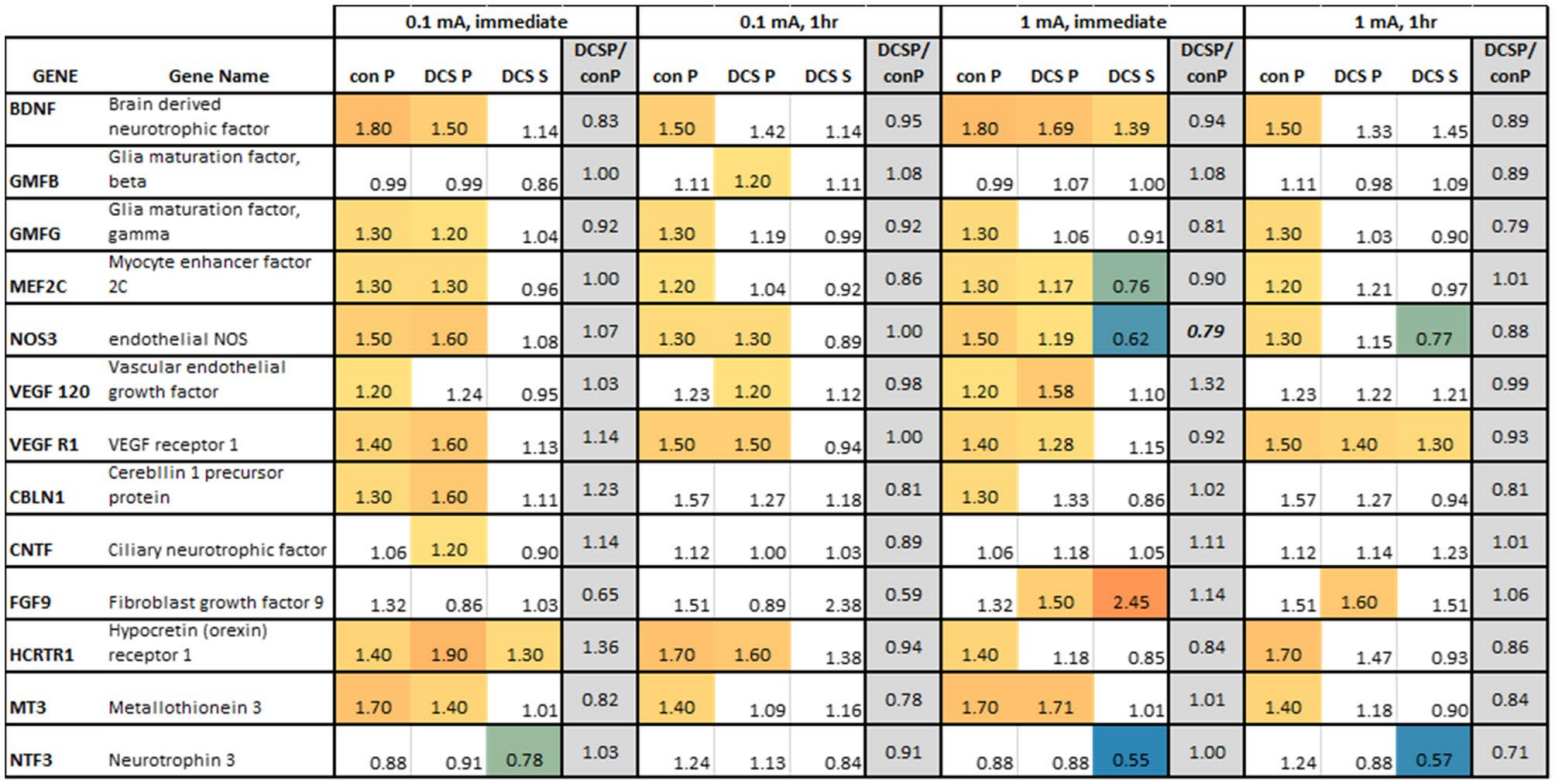
Gene expression for bEnd.3 cells exposed to DCS for 10 min at 0.1 mA or 1 mA with RNA collected immediately or after 1 h. Con P- samples with a hydrostatic pressure gradient that induces convective flow; DCS P- samples with a hydrostatic pressure gradient plus DCS; DCS S-samples under static (no flow) conditions with DCS. Expression shown relative to static control used as calibrator for RT-qPCR. The statistically significant changes are color coded using a 3-color gradient scale where blue to green = downregulation, yellow = onefold, and orange = upregulation, and red =  > fivefold upregulation. N > 7 for all cases. Statistical significance determined by Wilcoxon signed rank test with *p* < 0.05 considered significant. DCS P/con P- shows the fold difference between these samples. Values shown in bold italics denote statistical significance DCS P versus con P by Student’s *t *test with *p* < 0.05 considered significant. Full mean + SEM data set shown in supplementary information Fig. S1.

## Results

### DCS modulation of bEnd.3 gene expression

Thirteen genes were tested in bEnd.3 cells. These are a set of neuroactive genes that are expressed in endothelial cells, as well as some genes known to alter the BBB, such as endothelial nitric oxide synthase (NOS3) and vascular endothelial growth factor (VEGF). Figure 2 shows the relative gene expression after exposure to DCS at 0.1 or 1 mA for 10 min. Statistically significant results are color-coded. Pressure-driven flow alone (con P) induced moderate but significant upregulation in 9 out of the 13 genes, including BDNF which regulates synaptic plasticity and promotes survival of nerve cells. NOS3 and VEGFR1, which can modulate permeability of the BBB^27,28^ also showed significant upregulation. Adding DCS (DCS P) did not induce significant gene expression changes compared to pressure alone, except for NOS3 at 1 mA where a significant downregulation was observed when RNA was collected immediately (see DCS P/con P column in Fig. 2). The largest effect observed was a 2.45-fold upregulation of FGF9, a growth factor for glial cells, by DCS alone (DCS S) after immediate collection. This upregulation was not statistically detectable when RNA was collected 1 h after DCS, nor was any FGF9 upregulation statistically detectable at 0.1 mA. In addition, DCS S at 1 mA induced immediate downregulations of NOS3 (0.62-fold) and NTF3 (0.55-fold), a nerve growth factor, which were sustained 1 h after stimulation. At 0.1 mA, a downregulation of NTF3 (0.78-fold) was observed after immediate RNA collection, but not statistically detectable when RNA was collected 1-h later.

### DCS modulation of astrocyte gene and protein expression

Twenty-one neuroactive genes were tested on human astrocytes. 

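The astrocyte data were RT-qPCR measurements of 21 genes in 140 monolayers of human astrocytes on porous Transwell filters. Astrocytes are glial cells whose foot processes wrap brain capillaries. The monolayers belonged to 35 experiments of 4 monolayers each. Each experiment had a static control (con S) and a monolayer with pressure-driven flow but no current (con P). It also had one with flow and DCS (DCS P) and one with DCS while flow was blocked (DCS S). By the paper's methods con S stayed in an incubator, and the others were sealed in the transport chamber. No static monolayer without current was held in the chamber, so a difference from con S includes any effect of the chamber. Flow was driven by 10 cm H2O, and DCS lasted 10 min. At 0.1 mA there were 9 experiments with immediate RNA collection and 9 with collection 1 h later, and at 1 mA there were 10 and 7. Con P received no current and was pooled over the experiments of both currents, as in the columns of Fig. 3. This gave 19 con P monolayers at immediate collection and 16 at 1 h. The authors ran SYBR Green reactions in duplicate wells, averaged their threshold cycles (Ct), normalized each gene to the average of GAPDH and ACTB, and divided every monolayer by the con S monolayer of its own experiment. All 2144 deposited fold changes equalled the ratio of the deposited normalized values within 1e-06 on the log2 scale. A lower Ct means more transcript. The Ct of the 21 genes ranged from 18.5 to 34.9 with a median of 23.0, and that of the housekeeping reference from 15.1 to 19.9. The highest Ct and the widest spread between con S monolayers were those of CXCR4 (Ct 20.1 to 34.9, median 22.8, SD 2.29 in con S). The median Ct of a monolayer over its genes lay between 22.1 and 24.7 in con P at immediate collection (median 22.8) and between 22.2 and 24.3 in con P at 1 h (median 22.8). In con S it lay between 21.6 and 24.9 (median 22.9) and between 22.6 and 23.8 (median 23.0). The 8 DCS groups lay between 21.8 and 24.8, with group medians from 22.2 to 23.3. In 4 of the experiments at 1 mA with immediate collection, 79 Ct values were missing, so that n is given with each gene. Each group was compared with the calibrator value of 1.0 by a two-sided exact Wilcoxon signed-rank test at a p of 0.05, as in the methods, with Benjamini-Hochberg adjusted p-values over all genes and groups beside it. DCS P was compared with con P by a two-sided permutation test of the mean fold changes, which was exact where a group had fewer than 10 monolayers. Since con P and DCS P of one experiment were divided by the same con S, they were also compared within experiments by an exact sign-flip permutation test of the log2 ratios. The cell lots behind each experiment are not given in the sources used here, so that p-values measure the spread between experiments. In 2 of the 35 experiments the DCS S fold changes of the 21 genes ran opposite to those of the other experiments of their set (correlation across genes of -0.908 and -0.765, against 0.582 to 0.971 in the others), and all 35 were kept.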

Figure 3 shows the relative gene expression after exposure to 0.1 or 1 mA DCS for 10 min. Statistically significant results are color-coded. Pressure-driven flow (con P) modulated the expression of 15 out of the 21 genes tested. 

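Con P, with flow and no current, differed from con S for 14 of the 21 genes at one or both collection times (exact Wilcoxon signed-rank test). At immediate collection 4 genes were higher, namely FGF2, IL1R1, IL6ST and FOS, and 3 were lower, namely BDNF, CRHBP and FRS2. At 1 h only IL1R1 and FOS were higher and 9 genes were lower. Among them were the growth factor TGFB1, the glia maturation factor GMFB, the apoptosis genes FAS and BAX, the receptor FGFR1 and the heat shock gene HSPB1. IL1R1, FOS, CRHBP and FRS2 were the 4 genes changed at both times. No changed gene had a mean over 2-fold either way at immediate collection, and 2 had one at 1 h. After adjustment over all genes and groups, 5 of 7 genes kept an adjusted p under 0.05 at immediate collection and 8 of 11 at 1 h. At 1 h the housekeeping reference itself stood at a Ct difference of -0.135 from con S (SD 0.124, n = 16, lower in 13 monolayers, exact sign-flip permutation test, p = 0.000549), and 7 genes were changed there when each monolayer was centred on the median of its 21 genes. With con P of the 1 mA experiments alone, a choice made after the values were seen, 9 genes were changed at one or both times.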

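IL1R1, which encodes the receptor that carries interleukin-1 signals into the cell, rose in con P at immediate collection to 1.6 ± 0.632 (SD, n = 18). It was above 1 in 17 of 18 monolayers (exact Wilcoxon signed-rank test, p = 2.29e-05, adjusted p = 0.0032). FOS, an immediate early gene switched on within minutes of many stimuli, had a mean of 1.71 ± 1.36 (SD, n = 18) and was above 1 in 14 monolayers (same exact test, p = 0.0159, adjusted p = 0.0631). A smaller rise was measured for IL6ST, the signal transducer shared by cytokines of the interleukin-6 family (1.17 ± 0.274, SD, n = 18, exact test, p = 0.00769), and FGF2, basic fibroblast growth factor, was higher too. CRHBP, which binds corticotropin-releasing hormone, fell to 0.801 ± 0.176 (SD, n = 18, exact test, p = 0.000252), and FRS2, an adaptor of FGF receptors, to 0.818 ± 0.212 (SD, n = 18, p = 0.00475). The FOS values spread from 0.0330 to 6.15 with a geometric mean of 1.22, and an exact sign-flip permutation test of their log2 values gave p = 0.486. Without the lowest monolayer, left out only after the values were seen, the geometric mean was 1.51 (exact sign-flip test, p = 0.00987). Without the 2 experiments of opposite DCS S profile, likewise left out afterwards, the arithmetic mean was 1.81 (exact Wilcoxon test, p = 0.00464). In con P, which had no current, FOS averaged 2.26 in the 0.1 mA experiments and 1.17 in the 1 mA experiments. The log2 difference was -1.3 (exact permutation test, n = 9 each, p = 0.0367, on the linear scale p = 0.0648). Leaving out 1 experiment in turn, also chosen after seeing the values, gave -1.55 to -0.73, with an exact p of up to 0.0862. For IL1R1 the log2 difference was -0.48 (exact permutation test, p = 0.0209, and up to 0.0451 with 1 experiment left out).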

While most of the changes were very small, we note upregulation of 1.65 and 1.78-fold for IL1R1 and FOS, respectively, after immediate RNA collection (1 h of pressure-driven flow in total). These upregulations further increase to 2.16 and 4.50-fold when RNA was collected one hour later (2 h of pressure-driven flow in total). 

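At 1 h, after the longer flow, IL1R1 stood at 2.16 ± 0.873 (SD, n = 16) in con P and was above 1 in 15 of 16 monolayers (exact Wilcoxon signed-rank test, p = 9.16e-05, adjusted p = 0.00481). FOS stood at 4.50 ± 5.71 (SD, n = 16), above 1 in 11 of 16 monolayers (same exact test, p = 0.0110, adjusted p = 0.0631). Its values ran from 0.387 to 20.8, with a geometric mean of 2.32. From immediate collection to 1 h, IL1R1 rose by 0.39 on the log2 scale (permutation test, p = 0.0441, adjusted p = 0.136). The difference for FOS was 0.93 on the log2 scale (permutation test, p = 0.107), while the same test on the linear fold changes gave p = 0.0379. The 2 collection times came from different experiments. At 1 h, FOS in con P averaged 7.59 in the 1 mA experiments (n = 7, exact Wilcoxon signed-rank test, p = 0.0156) and 2.09 in the 0.1 mA experiments (n = 9, p = 0.820), a log2 difference of 1.89 (exact permutation test, p = 0.0253).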

Adding DCS to pressure-driven flow did not induce marked changes compared to pressure alone under most conditions tested. 

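At 0.1 mA the mean FOS fold change with DCS and flow was 1.77 times that with flow alone at immediate collection (exact permutation test, n = 9 against 18, p = 0.0593) and 0.794 times at 1 h (n = 9 against 16, exact test, p = 0.681). The ratios for BDNF, a neurotrophin of synaptic plasticity, were 1.14 (exact test, p = 0.151) and 1.21 (p = 0.188). Of the 21 genes, 0 differed between DCS P and con P at 0.1 mA at either time by this permutation test at an unadjusted p under 0.05, and also 0 by the methods' t-test. At 1 mA with immediate collection 3 genes were higher in DCS P. These were BDNF, FGF2 with a ratio of 1.24 (permutation test, p = 0.0284) and FRS2 with 1.249 (exact test, p = 0.0271). Leaving out 1 experiment took FGF2 to p = 0.103 and FRS2 to p = 0.0572. No gene had an adjusted p under 0.05 in these 3 comparisons. Within experiments, DCS P differed from con P for 1 gene (BDNF) at 0.1 mA immediate, 6 genes at 0.1 mA 1 h and 6 genes at 1 mA immediate, with a lowest adjusted p of 0.0820. At 0.1 mA 1 h these were BDNF, IL1R1, HSPB1, the growth factor TGFB1 (ratio 1.23, higher in 8 of 9 experiments, exact sign-flip permutation test, p = 0.00781), the apoptosis inhibitor BCL2 and FOS (ratio 1.98, 8 of 9, p = 0.0117). Against con P of the same current alone, 1 gene differed at 0.1 mA 1 h and 1 at 1 mA immediate. Without the 2 experiments of opposite DCS S profile, left out only after the values were seen, 4 genes differed at 0.1 mA 1 h.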

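Of the 21 genes, 7 were higher and none was lower in DCS P than in con P in the experiments at 1 mA with collection after 1 h (exact permutation test, n = 7 against 16). FOS had a ratio of mean fold changes of 5.37 (exact permutation test, p = 0.00881) and BDNF, which promotes the survival of neurons, of 1.74 (p = 0.0012). Two-sided exact p-values for the others were 0.00544 for CNTF, the ciliary neurotrophic factor (ratio 1.68), 0.00926 for FGF2 (1.47), 0.0416 for BCL2 (1.37) and 0.0467 for IL1R1 (1.34). TGFB1 was the other gene. BCL2, IL1R1 and TGFB1 lost their call when 1 experiment was left out, with p up to 0.156, 0.136 and 0.0897. Adjusted over all genes and the 4 comparisons, 0 genes had a p under 0.05 (BDNF 0.101, FOS 0.155). Within the 7 experiments, 10 genes differed by an exact sign-flip permutation test, 9 of them higher and 5 of them among the 7. IL1R1 and BCL2 were not called there, with ratios of 1.17 (higher in 4 of 7, exact test, p = 0.281) and 1.37 (5 of 7, p = 0.0625). FOS was 2.64 times its con P value and higher in 7 of 7 experiments (exact test, p = 0.0156, the smallest that 7 experiments allow). Against con P of the 1 mA experiments alone, 0 genes differed by the unpaired exact permutation test, with ratios of 3.18 for FOS (p = 0.182) and 1.42 for BDNF (p = 0.0775).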

At 1 mA with RNA collected 1 h later, however, several genes showed significant upregulation when DCS was added to pressure-driven flow (see DCS P/con P column in Fig. 3), most notably BDNF (1.74-fold increase) and FOS (5.37-fold increase). There were large upregulations in FOS when DCS was applied with or without pressure-driven flow. 

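FOS was changed in 7 of the 8 DCS groups (exact Wilcoxon signed-rank test). It was above 1 in every monolayer of DCS S at 0.1 mA with immediate collection and of DCS P and DCS S at 1 mA after 1 h. At 0.1 mA after 1 h, DCS P stood at 3.57 ± 2.82 (SD, n = 9, above 1 in 8, exact test, p = 0.0117), and DCS S had a mean of 5.73 ± 9.73 (SD, n = 9, above 1 in 6, exact test, p = 0.0547), or 2.59 without 1 monolayer (exact test, p = 0.109). At 1 mA with immediate collection, DCS S stood at 3.33 ± 2.22 (SD, n = 9, above 1 in 8, exact test, p = 0.00781, adjusted p = 0.0497) and DCS P at 7.67 ± 17.9 (SD, n = 9, above 1 in 8, exact test, p = 0.0273, adjusted p = 0.0870). The DCS P mean at 1 mA immediate rested on 1 monolayer at 55.4, without which it was 1.71 (exact test, p = 0.0547). In both groups at 1 mA immediate an exact sign-flip permutation test of the log2 values did not reach the threshold (p = 0.176 for DCS P and 0.336 for DCS S). The DCS S result rested on 1 monolayer at 0.0156, with the others between 2.01 and 6.58. Without it, a choice made after seeing the values, the geometric mean went from 1.84 to 3.33 (exact sign-flip test, p = 0.00781). Without the 2 experiments of opposite DCS S profile, left out only after the values were seen, the arithmetic mean of DCS S was 3.74 (exact Wilcoxon test, p = 0.00781).

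**Figure D1:**
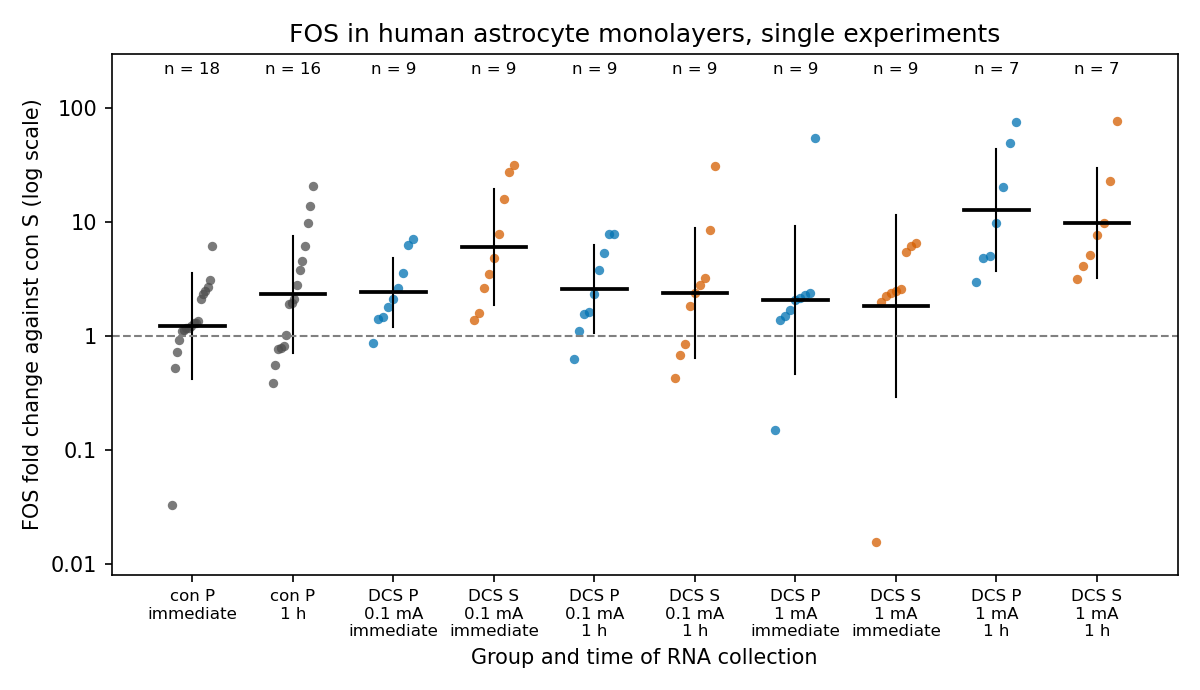
FOS fold change against con S on a log axis, for con P at each collection time and for DCS P and DCS S at each current and collection time. Points are experiments, horizontal lines geometric means and vertical lines 1 SD of the log2 fold change either way, and the dashed line marks the calibrator at 1. The highest points, at 76.3 and 77.8, lie in DCS P and DCS S at 1 mA after 1 h, and the point at 55.4 stands apart in DCS P at 1 mA immediate.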

At 0.1 mA, FOS was upregulated 3.09-fold under DCS P conditions, and 10.08-fold under DCS alone when RNA was collected immediately. 

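In the 9 experiments at 0.1 mA with immediate collection, FOS rose to 3.03 ± 2.23 (SD) in DCS P, above 1 in 8 monolayers (exact Wilcoxon signed-rank test, p = 0.00781, adjusted p = 0.0497). It rose to 10.8 ± 11.6 (SD) in DCS S, above 1 in 9 of 9 (same exact test, p = 0.00391, adjusted p = 0.0373). The geometric means were 2.42 and 6.04, and the DCS S values ran from 1.38 to 31.8. Within experiments FOS in DCS P was 0.401 times its value in DCS S and lower in 9 of 9 (exact sign-flip permutation test, p = 0.00391, adjusted p = 0.0656). The mean log2 difference was -1.32 with an SD of 1.23.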

At 1 mA, FOS was upregulated 24.14-fold under DCS P conditions, and 18.66-fold under DCS alone when RNA was collected one hour after stimulation. 

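At 1 mA after 1 h, the FOS fold change was 24.1 ± 28.2 (SD, n = 7) in DCS P and 18.7 ± 26.9 (SD, n = 7) in DCS S, above 1 in 7 of 7 monolayers of each (exact Wilcoxon signed-rank test, p = 0.0156 for each, adjusted p = 0.0631). The SD exceeded the mean in both groups. Each mean rested largely on 1 monolayer, without which it was 15.4 in DCS P and 8.81 in DCS S (exact test, p = 0.0313 each). Geometric means were 12.8 and 9.86, and the lowest monolayers stood at 3.00 and 3.16. DCS P and DCS S did not differ within experiments (ratio 1.3, higher with flow in 4 of 7, exact sign-flip permutation test, p = 0.469). Compared with immediate collection at the same current, FOS was higher at 1 h by 2.62 on the log2 scale in DCS P (exact permutation test, n = 7 against 9, p = 0.0227, adjusted p = 0.0918). On the linear scale the exact test for DCS P gave p = 0.184. In DCS S it was higher by 2.42 (exact permutation test, p = 0.0163, adjusted p = 0.0742).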

Interestingly, with immediate RNA collection, BDNF was slightly downregulated by pressure-driven flow alone and upregulated by DCS alone at both current magnitudes. 

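BDNF fell in con P at immediate collection to 0.787 ± 0.167 (SD, n = 19) and was below 1 in 17 of 19 monolayers (exact Wilcoxon signed-rank test, p = 0.000126, adjusted p = 0.00529). In DCS S, BDNF stood at 1.23 ± 0.175 at 0.1 mA (SD, n = 9, above 1 in 7, exact test, p = 0.0195, adjusted p = 0.0720). At 1 mA it stood at 1.51 ± 0.495 in DCS S (SD, n = 10, above 1 in 8, exact test, p = 0.0137, adjusted p = 0.0631). With flow and DCS together it did not differ from the calibrator, at 0.894 ± 0.204 for 0.1 mA (SD, n = 9, exact test, p = 0.129) and 1.02 ± 0.220 for 1 mA (SD, n = 10, p = 0.63). The calls in DCS S differed between the other references. Centred on the median of the 21 genes, the 0.1 mA group had a geometric mean of 1.12 (same exact test, p = 0.0742, against 1.22 before). With no housekeeping gene that group was still called higher. Referred to the median Ct of the 21 genes with no housekeeping gene, the 1 mA group stood at 1.22 (exact test, p = 0.160, against 1.44 before). Centring kept the call of the 1 mA group. BDNF had a median Ct of 22.6, near the 23.0 of all genes, so its own rise can move the reference without a housekeeping gene.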

When RNA was collected 1 h later, there was a small, not statistically significant, upregulation by pressure-driven flow and a statistically significant upregulation by DCS alone. 

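At 1 h, BDNF in con P was 1.2 ± 0.442 (SD, n = 16) and above 1 in 11 of 16 monolayers (exact Wilcoxon signed-rank test, p = 0.159). In DCS S, BDNF stood at 1.77 ± 0.712 at 0.1 mA (SD, n = 9, above 1 in 8, exact test, p = 0.0391, adjusted p = 0.111). At 1 mA it stood at 2.33 ± 0.643 in DCS S (SD, n = 7, above 1 in 7, exact test, p = 0.0156). These differences from con S include any effect of the chamber. DCS P at 0.1 mA stood at 1.46 ± 0.461 (SD, n = 9, above 1 in 7, exact test, p = 0.0273). From immediate collection to 1 h, BDNF in con P rose by 0.56 on the log2 scale (permutation test, p = 0.00016, adjusted p = 0.00459). Leaving out 1 experiment took the p of the 0.1 mA groups up to 0.0781 in DCS S and 0.0547 in DCS P, and the log2 values of DCS S gave p = 0.129 by the exact Wilcoxon test. Centred on the median of the 21 genes, con P stood at 1.33 (exact test, p = 0.00418). Con P averaged 0.991 in the 0.1 mA experiments and 1.48 in the 1 mA experiments (log2 difference 0.52, exact permutation test, n = 7 against 9, p = 0.0384).

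**Figure D2:**
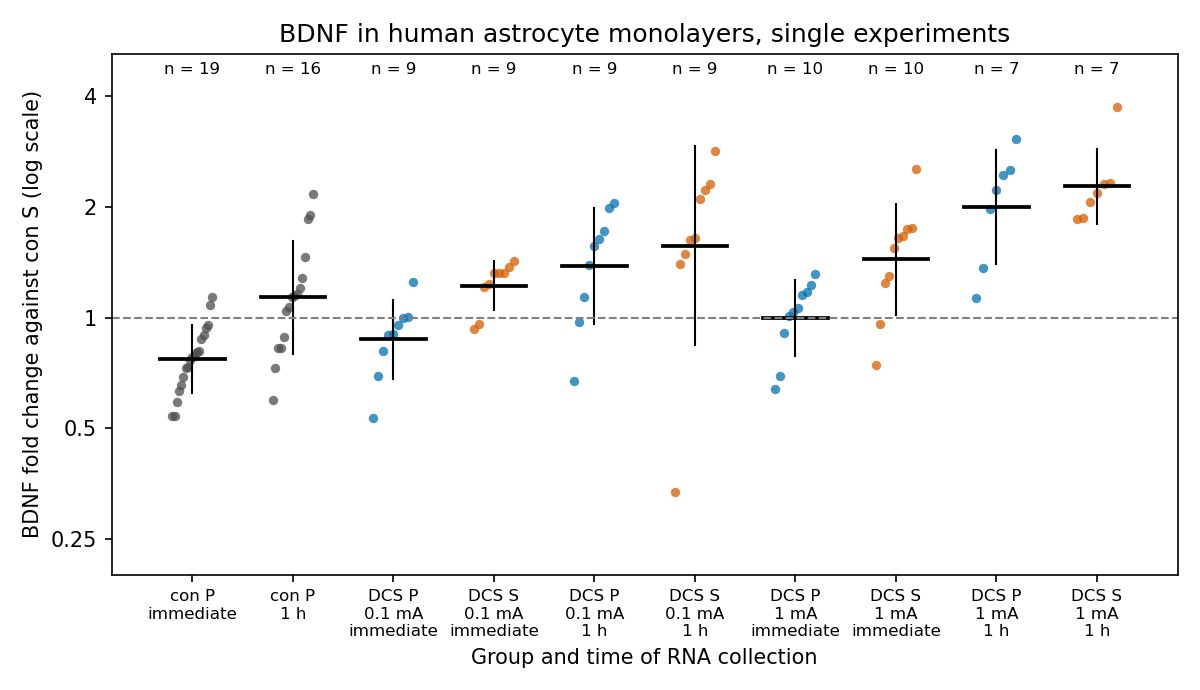
BDNF fold change against con S on a log axis, for con P at each collection time and for DCS P and DCS S at each current and collection time. Points are experiments, horizontal lines geometric means and vertical lines 1 SD of the log2 fold change either way, and the dashed line marks the calibrator at 1. Of the con P points at immediate collection 17 of 19 lie below 1, and at 1 mA after 1 h all 7 points of DCS P and of DCS S lie above 1.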

For 1 mA, DCS plus pressure-driven flow produced a statistically significant upregulation in BDNF compared to pressure-driven flow alone at both RNA collection times.

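At 1 mA, BDNF was higher with flow and DCS than with flow alone. The ratio of the mean fold changes at immediate collection was 1.3 (n = 10 against 19, permutation test, p = 0.00353, adjusted p = 0.148), and against con P of the 1 mA experiments alone it was 1.28 (permutation test, p = 0.0234). At 1 h the ratio was 1.74 against all con P (exact permutation test, adjusted p = 0.101). Against con P of the 1 mA experiments alone it was 1.42 and not called (exact permutation test, p = 0.0775). There DCS P stood at 2.1 ± 0.672 (SD, n = 7) and above 1 in 7 of 7 monolayers (exact Wilcoxon signed-rank test, p = 0.0156, adjusted p = 0.0631). Within experiments BDNF was higher in DCS P than in con P in 9 of 10 at immediate collection (ratio 1.27, exact sign-flip permutation test, p = 0.00586) and in 7 of 7 at 1 h (ratio 1.43, p = 0.0156). At 0.1 mA, where the unpaired test made no call, the ratio within experiments was 1.16 at immediate collection (higher in 8 of 9, exact sign-flip permutation test, p = 0.0195) and 1.43 at 1 h (9 of 9, p = 0.00391).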

**Figure 3:**
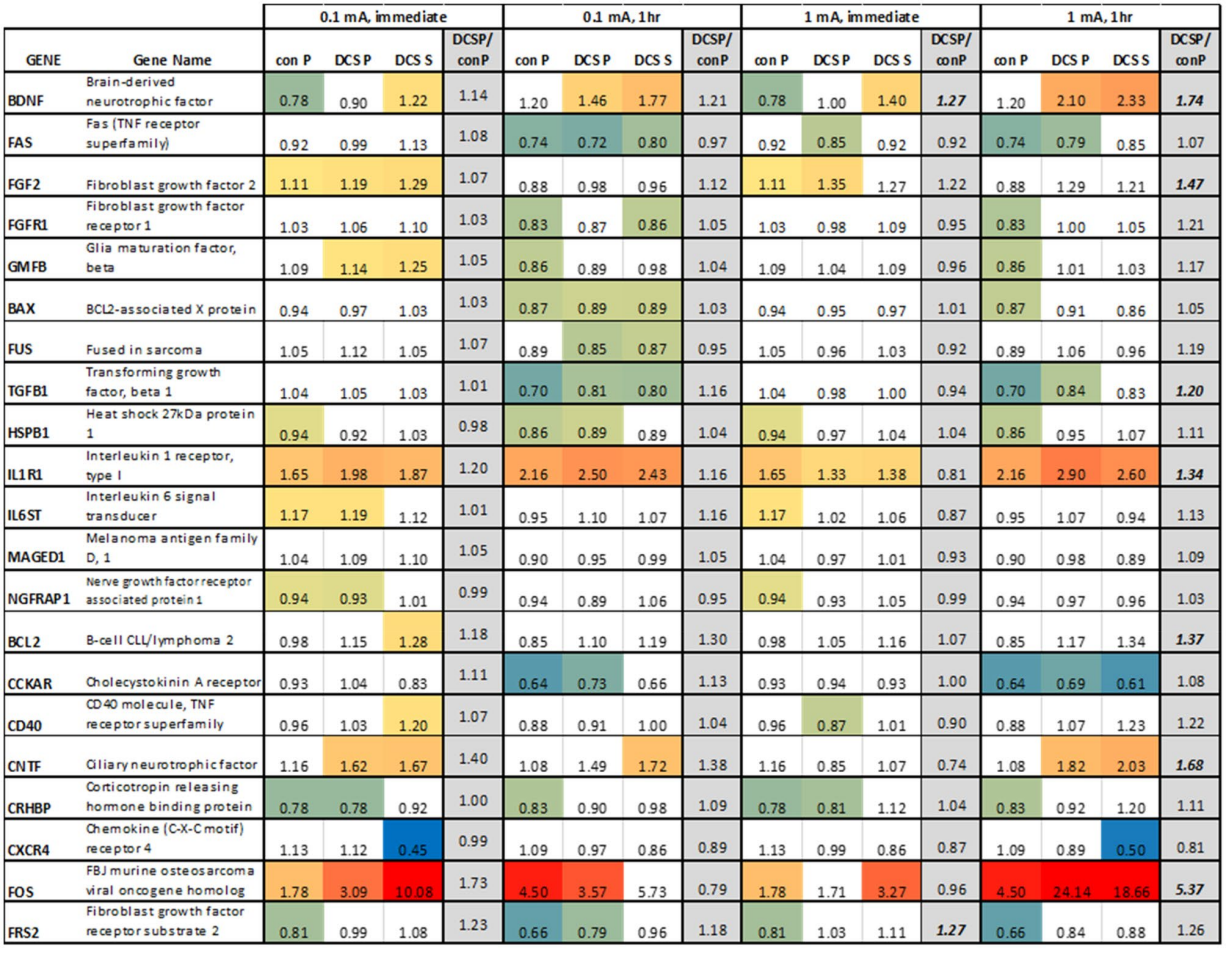
Relative gene expression for human astrocytes exposed to DCS for 10 min at 0.1 mA or 1 mA with RNA collected immediately or after 1 h. Con P- samples with a hydrostatic pressure gradient that induces convective flow; DCS P- samples with a hydrostatic pressure gradient plus DCS; DCS S- samples under static conditions with DCS. Expression shown relative to static control used as calibrator for RT-qPCR. The statistically significant changes are color coded using a 3-color gradient scale where blue to green = downregulation, yellow = onefold, orange = upregulation, and red =  > fivefold upregulation. N > 7 for all cases. Statistical significance determined by Wilcoxon signed rank test with p < 0.05 considered significant. DCS P/con P – shows the fold difference between these samples. Values shown in bold italics denote statistical significance DCS P versus con P by Student’s *t *Test with p < 0.05 considered significant. Full mean + SEM data set shown in supplementary information Fig. S2.

Because of the large upregulation in FOS gene expression, we investigated whether c-FOS protein expression was also modulated by DCS using western blot at 1 mA with protein collection performed 1 h after stimulation. Figure 4 shows representative images of the blots and quantification by densitometry. Although there was a trend towards upregulation of c-FOS protein expression by DCS, it did not reach statistical significance. One limitation is that the baseline expression of c-FOS is very low, necessitating large amounts of concentrated protein to get a signal, which we were not always able to obtain from each experiment.

**Figure 4:**
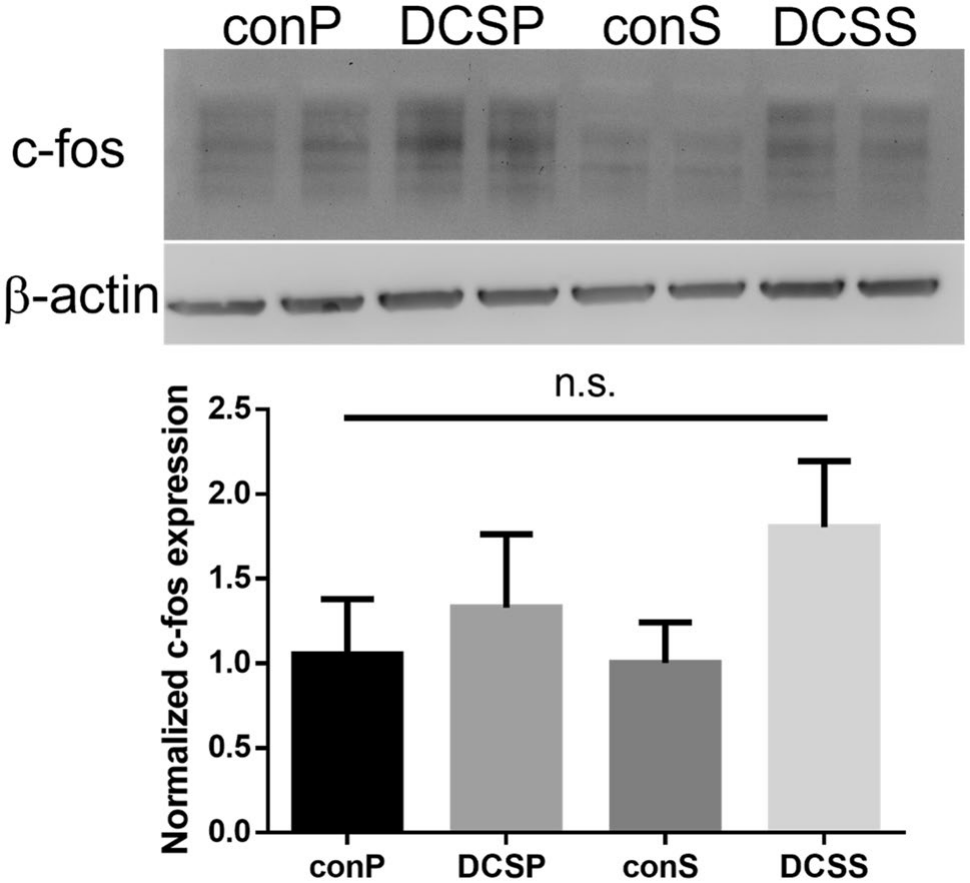
Normalized c-Fos protein expression in human astrocytes and representative western blot. Contrast and brightness on blot image have been altered for visibility, and the blots have been cropped. Unaltered, full-length blots presented in supplemental Fig. S3. n.s = not significant; N = 3 for each group.

## Discussion

The goal of this study was to investigate whether DCS can alter gene expression in isolated astrocytes and ECs that form the BBB. We exposed ECs and astrocytes to DCS at 1 mA or 0.1 mA for 10 min and quantified changes in gene expression using RT-qPCR. The effects of tDCS on cellular targets range from acute (within minutes) to long-term^6,14^. Given the limitations of maintaining a cell culture long term in our experimental setup, we investigated the acute effects of DCS on gene expression. RNA was collected immediately after a 10-min DCS exposure, with the aim of capturing acute changes induced by the electric field itself and/or electroosmosis. To determine whether these changes were dependent on the presence of the electric field (as is electroosmosis) or more lasting in nature, total RNA was also collected one hour after stimulation.

The following conditions were included in this study: a static control condition without pressure-driven flow or DCS (conS), which served as the calibrator for gene expression analysis, a pressure-driven flow without DCS control condition (conP), a DCS with flow blocked condition (DCS S), and the physiological condition of pressure (flow) plus DCS (DCS P). The conS condition is not a physiological one. Recent studies support the idea that bulk flow is an important mechanism of transport in the brain parenchyma^29^. Therefore, both endothelial cells and astrocytes are likely to experience continuous fluid flow (shear stress) in vivo. More specifically, in this study we tried to simulate the interstitial flow on astrocytes associated with electroosmotic flow induced by DCS. However, including the static condition along with the conP condition allowed us to characterize whether the observed changes by DCS were due to fluid flow alone. We previously showed DCS induces fluid flow via electroosmosis and that the amount of induced flow is about the same as that induced by a 10 cm H_2_O pressure differential^16^. It is established that increased fluid shear stress around the cells can alter gene expression^20–23^. Including static and pressurized samples with and without DCS allowed us to evaluate whether flow and DCS acted synergistically, or if their effects on each gene were in opposition.

In ECs, we report that pressure-driven flow without DCS induced statistically significant changes in the expression of 9 out of 13 genes tested in bEnd.3 cells. None of the changes were above twofold and adding DCS with pressure-driven flow did not induce notable further changes. In ECs, DCS alone (with flow blocked) induced an upregulation of BDNF and a 2.45-fold increase in FGF9 at 1 mA when RNA was collected immediately. DCS alone downregulated ECs expression of NTF3, NOS3, MEF2C; NTF3 and NOS3 persisting for 1 h at 1 mA. MEF2C and NOS3 changes were qualitatively in a different direction than flow driven changes (con P). The role of endothelial NTF3 beyond fetal development has not been fully investigated. However, it’s been shown that NTF3 induces nitric oxide (NO) in rat cerebral endothelial cells^30^, and in subependymal neural stem cells (NSCs)^31^. It was also shown that NTF3-induced NO acts as a cytostatic factor, promoting quiescence and long-term maintenance of NSCs^31^. Taken together these results point to nuanced effects of DCS on EC gene expression that can both derive from or occur independent of induced flow.

For astrocytes, we report pressure-driven flow without DCS (con P) induced significant gene expression changes in 15 out of 21 genes, with the highest relative increases in FOS and IL1R1 and several genes downregulated. 

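The genes lower in con P at 1 h came from 5 of the 6 gene groups of the plan. The means of Fig. 3 and part of the fold changes had been seen when these groups were listed. Both genes of neuropeptide signalling fell, CRHBP and CCKAR, a cholecystokinin receptor, which stood at 0.640 ± 0.330 (SD, n = 16, lower in 13, exact Wilcoxon signed-rank test, p = 0.00101). Of 3 apoptosis regulators 2 fell, BAX and the death receptor FAS, at 0.740 ± 0.166 (SD, lower in 15 of 16, exact test, p = 6.1e-05). Of 5 genes that the plan listed under neurotrophic and growth factors 2 fell, GMFB and TGFB1, an anti-inflammatory cytokine, at 0.70 ± 0.141 (SD, lower in 16 of 16, exact test, p = 3.05e-05). Of 4 growth factor receptors and adaptors 2 fell, FGFR1 and FRS2, at 0.663 ± 0.242 (SD, lower in 14 of 16, exact test, p = 0.000214). The small heat shock gene HSPB1 fell too. Among the cytokine and chemokine receptors IL1R1 rose and IL6ST, CD40 and CXCR4 did not pass the test. The mean reference Ct stood below that of con S at both collection times. At immediate collection the median of the 21 genes in a monolayer was -0.0213 on the log2 scale (SD 0.163, exact sign-flip permutation test, p = 0.580). At 1 h this median was -0.23 (SD 0.24, below 0 in 12 of 16, exact sign-flip test, p = 0.00195). When each monolayer was centred on that median, FAS, TGFB1, CCKAR and FRS2 were still lower and the other 5 of the 9 were not. With no housekeeping gene as reference, HSPB1 and CRHBP were lower as well.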

Adding DCS with pressure-driven flow did not result in marked further changes, except for FOS and BDNF. 

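Besides FOS and BDNF, several genes shifted at 1 mA when DCS P was compared with con P of its own experiment. FRS2, the FGF receptor adaptor, was higher in 9 of 9 experiments at immediate collection (ratio 1.14, exact sign-flip permutation test, p = 0.00391) and in 7 of 7 at 1 h (ratio 1.37, p = 0.0156). FGF2 was higher in 8 of 10 (ratio 1.21, exact test, p = 0.0313) and in 7 of 7 (ratio 1.27, p = 0.0156). CXCR4, the receptor of the chemokine CXCL12, was lower with DCS, with a ratio of 0.725 at immediate collection (higher in 1 of 9, exact test, p = 0.0195) and 0.766 at 1 h (higher in 1 of 7, p = 0.0469). CD40, a receptor of the tumor necrosis factor family, had a ratio of 0.919 at immediate collection (higher in 1 of 9, exact test, p = 0.00781), while at 1 h it was higher with DCS, as were GMFB, CRHBP and TGFB1. CNTF was 1.63 times its con P value at 1 h (7 of 7, exact test, p = 0.0156). Adjusted over all genes and the 4 comparisons within experiments, these genes had p-values of 0.0820 to 0.171, none under 0.05. FOS at 1 mA immediate was higher in DCS P in 9 of 9 experiments (ratio 2.67, exact sign-flip permutation test, p = 0.00391), while the unpaired ratio of 4.48 did not pass the permutation test (p = 0.152).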

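In monolayers given current while flow was blocked, IL1R1, the interleukin-1 receptor, was higher than in con S at both currents and both times. It stood at 1.84 ± 0.612 at 0.1 mA immediate (SD, n = 9, above 1 in 9, exact Wilcoxon signed-rank test, p = 0.00391) and 2.43 ± 0.928 at 0.1 mA 1 h (8 of 9, p = 0.00781). At 1 mA it stood at 1.38 ± 0.325 at immediate collection (8 of 9, exact test, p = 0.0117) and 2.6 ± 0.757 at 1 h (6 of 7, p = 0.0313, rising to 0.0625 when 1 experiment was left out). In con P, without current, its geometric mean was 1.52 at immediate collection and 1.99 at 1 h, against 1.34 to 2.44 in the DCS S groups. Since con S stayed in an incubator, the current cannot be told from the chamber in these or the other DCS S values against con S. CNTF, the ciliary neurotrophic factor that astrocytes make after injury, rose to 1.59 ± 0.823 at 0.1 mA immediate (SD, n = 9, exact test, p = 0.0117), 1.72 ± 0.557 at 0.1 mA 1 h (n = 9, p = 0.00391) and 2.03 ± 0.754 at 1 mA 1 h (n = 7, p = 0.0156). At 1 mA immediate CNTF was 1.07 ± 0.168 (SD, n = 9, exact test, p = 0.0977). The chemokine receptor CXCR4 fell to 0.426 ± 0.139 at 0.1 mA immediate (SD, below 1 in 9 of 9, exact test, p = 0.00391) and to 0.501 ± 0.181 at 1 mA 1 h (7 of 7, p = 0.0156). In total 10 genes differed from con S in DCS S at 0.1 mA immediate, 8 at 0.1 mA 1 h, 4 at 1 mA immediate and 6 at 1 mA 1 h. Of these, 6, 5, 1 and 0 had an adjusted p under 0.05. IL1R1 in DCS S at 1 mA immediate had a geometric mean of 1.34. Centred on the median of the 21 genes it was 1.27 (exact Wilcoxon test, p = 0.0547), and with no housekeeping gene 1.13 (p = 0.426). IL1R1 had a median Ct of 23.5, near the 23.0 of all genes, so its own rise can move the reference without a housekeeping gene.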

DCS alone (with flow blocked) impacted several genes notably an increasing expression of FOS, IL1R1, CNTF, and BNDF. As with ECs, effects of DCS on gene expression in astrocytes points to sophisticated effects involving both flow-dependent and flow-independent changes. For example, astrocyte BDNF expression is enhanced by both flow-independent mechanisms and by flow-dependent (electroosmotic) mechanisms.

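DCS P differed from DCS S of the same experiment for 13 combinations of gene and set, a difference that includes the effect of flow itself. Beyond the separate effects of flow and of DCS, an interaction was called for 3 of the 13, CRHBP, CXCR4 and FOS at 0.1 mA immediate. At 0.1 mA with immediate collection these were 4 genes, at 0.1 mA after 1 h 3, at 1 mA immediate 5 and at 1 mA after 1 h 1. CXCR4 was higher with flow than without in 3 of the 4 sets, with ratios of 2.21 (higher in 8 of 9, exact sign-flip permutation test, p = 0.00781), 1.82 (8 of 9, p = 0.0195) and 1.82 (6 of 7, p = 0.0469). CRHBP was lower with flow at immediate collection, with ratios of 0.822 at 0.1 mA (lower in 8 of 9, exact test, p = 0.00781) and 0.741 at 1 mA (9 of 9, p = 0.00391). HSPB1 was lower in 9 of 9 experiments at 0.1 mA after 1 h (ratio 0.857, exact test, p = 0.00391). CNTF was lower with flow at 1 mA immediate (ratio 0.781, 8 of 9, exact test, p = 0.0156). NGFRAP1, now named BEX3, was lower at 0.1 mA 1 h and 1 mA immediate. No gene kept an adjusted p under 0.05, the lowest being 0.0656. By the paper's account, fixing the volume in DCS S prevented electroosmotic flow and let direct effects of the current be isolated, with con P for flow alone. A static monolayer in the chamber without current was not among the groups. The paper proposes that DCS acts on astrocytes through flow-dependent and flow-independent changes.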

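At immediate collection BDNF was lower when flow was added to DCS. Its ratio of DCS P to DCS S was 0.714 at 0.1 mA (lower in 9 of 9 experiments, exact sign-flip permutation test, p = 0.00391) and 0.694 at 1 mA (10 of 10, p = 0.00195). At 1 h the ratio was 0.882 at 0.1 mA (lower in 7 of 9, exact test, p = 0.316) and 0.879 at 1 mA (lower in 3 of 7, p = 0.391), and DCS P could not be told from DCS S within the spread between experiments.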

Previous studies with mixed cell types have shown that tDCS induces expression changes of several immediate early genes in neurons including FOS^9,24–26^. Immediate early genes are activated rapidly upon cell stimulation, before any protein synthesis has occurred, and serve as regulators of downstream target genes^32^. The dimeric complex of FOS and JUN proteins forms the transcription factor activator protein-1, AP-1, which binds to DNA and has a role in coupling extracellular stimuli with changes in gene expression^33^. In neuronal tissue, FOS upregulation is routinely used as a marker of activated neurons^25,32,34^ and has been associated with learning and memory^32,35,36^. In cultured astrocytes, FOS expression is also a marker of activation^37^ and has been associated with differentiation and proliferation^38^.

To our knowledge, the present study is the first to show gene upregulation in astrocytes, including FOS and BDNF, in response to DCS. However, prior studies using long-term electrical stimulation have shown activation of astrocytes in vitro. Neurons and astrocytes cultured on microelectrode arrays migrated toward the stimulating electrode after 24 h of stimulation^39^. It was observed that migration was induced earlier in neuron and astrocyte cocultures than in neuron-only cultures, and the viability of neurons was enhanced in cocultures^39,40^. Using FOS as a marker of activation, continuous motor cortex stimulation in rats was shown to induce the number of astrocytes in the cortex^41^. Previous studies have shown that astrocytes are necessary for long-term potentiation and plasticity^42–44^. A recent study in mice showed that astrocyte activation, without neuronal activation, induces long-term potentiation and enhances memory allocation^45^. Using a mouse model of tDCS, Monai et al. observed elevation of astrocytic but not neuronal Ca^2^^+^, leading to synaptic plasticity and improvement of depression-like behavior^14^.

This study had several limitations inherent to the approach adopted. The application of current across the monolayers is not directly analogous to application of current across the brain. In the in vivo BBB, endothelial cells do form a monolayer, and while astrocytes don’t form a monolayer in vivo, the astrocyte foot processes surrounding endothelial cells resemble a monolayer (see for example: Fig. 2A in Kutusov et al.^46^). We also note that the interaction between endothelial cells and astrocytes is not captured in our model (no co-culture). But a previous study of co-culture models of endothelial cells and astrocytes^47^ showed little interaction effect on the permeability of a BBB model and displayed trends that closely followed in vivo measurements in the rat pial circulation. It would, however, be valuable to look at gene expression changes in cells isolated from mice exposed to DCS. It would also be important to extend the scope of this study by using broad RNA-Seq technology.

With the goal of clearly isolating action on cell types, we do not access secondary inter-cell-type interactions (e.g., how astrocyte BDNF would impact neuronal plasticity). Extending these experiments to in vivo models would be difficult to interpret precisely because of their functional coupling^15,48–50^. There is a large space of stimulation waveform to explore (e.g., duration), and we start here with intensity. 

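Comparing 1 mA with 0.1 mA, FOS was higher at the larger current after 1 h, by 2.3 on the log2 scale in DCS P (exact permutation test, n = 7 against 9, p = 0.0090) and by 2.04 in DCS S (p = 0.0411, on the linear scale p = 0.191). At immediate collection its differences were -0.22 in DCS P (exact test, n = 9 each, p = 0.781) and -1.72 in DCS S (p = 0.103). IL1R1 was lower at the larger current at immediate collection, with differences of -0.46 in DCS P (exact test, n = 8 against 9, p = 0.0311) and -0.40 in DCS S (n = 9 each, p = 0.0362). CNTF was lower there too, with differences of -0.72 (exact test, n = 9 each, p = 0.0122) and -0.47 (p = 0.0327). Over the 21 genes, 2 differed between the currents in DCS P at each collection time, 4 in DCS S at immediate collection and 1 in DCS S at 1 h, and none had an adjusted p under 0.05 (lowest 0.431). The currents were applied in different experiments, and con P without current also differed between them. In the 1 mA experiments it was lower for IL1R1 and FOS at immediate collection and higher for FOS at 1 h. The within-experiment ratio to con P, chosen after seeing the values, was compared between the currents at immediate collection. For IL1R1 it differed by 0.0357 in DCS P (exact permutation test, p = 0.876) and 0.0748 in DCS S (p = 0.682), and for CNTF by -0.31 (p = 0.151) and -0.06 (p = 0.641). For FOS it differed by 1.08 in DCS P (exact permutation test, p = 0.0210), higher at 1 mA, and by -0.41 in DCS S (p = 0.544). The FOS ratio of DCS P to con P of the same experiment differed between the currents at 1 h by 0.41 on the log2 scale (exact permutation test, n = 7 against 9, p = 0.308), and that of DCS S to con P by 0.15 (p = 0.80).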

We cannot explain the non-linearity in cellular dose response; however, non-linear dose response is observed in tDCS^51–55^ and our results show this can originate even at the astrocyte or endothelial cellular level. Indeed, complex dose response of astrocytes and endothelial cells to chemical and mechanical signals is common.

In conclusion, this study shows that DCS modulates gene expression in both endothelial cells and astrocytes. In ECs more of the tested genes were responsive to convective flow, whether only pressure driven or with DCS, including BDNF, NOS3, and VEGFR1. In astrocytes, there was more evidence for interactions between flow-dependent and flow-independent changes in tested gene expression, including of FOS and BDNF. 

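The interaction of flow and DCS was taken as the log2 fold change of DCS P minus those of con P and DCS S in one experiment. It is 0 where the effects simply add and con S differs from the other monolayers in nothing else. It differed from 0 for 6 genes at 0.1 mA immediate, 6 at 0.1 mA 1 h, 1 at 1 mA immediate and 5 at 1 mA 1 h. For IL1R1 it was negative, with a mean of -0.81 ± 0.63 at 0.1 mA immediate (SD, negative in 9 of 9, exact sign-flip permutation test, p = 0.00391). It was -0.71 ± 0.66 at 0.1 mA 1 h (8 of 9, exact test, p = 0.0195) and -0.38 ± 0.35 at 1 mA immediate (7 of 8, p = 0.0313). For FOS it was -2.25 ± 1.4 at 0.1 mA immediate (SD, negative in 9 of 9, exact test, p = 0.00391) and -1.90 ± 1.75 at 1 mA 1 h (6 of 7, p = 0.0313). BDNF had an interaction of -0.66 ± 0.50 at 1 mA 1 h (SD, negative in 6 of 7, exact test, p = 0.0313). In these cases flow and DCS together raised the gene by less than the sum of the separate log2 changes. Con S stayed in an incubator, so a change shared by all chamber monolayers would enter this contrast with its sign reversed. For IL1R1 at 0.1 mA immediate the mean log2 changes were alike, at 0.84 in con P, 0.85 in DCS P and 0.82 in DCS S. An effect of the chamber was not tested apart from an interaction. Positive interactions were found for CXCR4 at 0.1 mA immediate (1.4 ± 0.40, SD, positive in 9 of 9, exact test, p = 0.00391) and for CCKAR in 3 sets. TGFB1 had one at 0.1 mA 1 h (0.63 ± 0.34, 9 of 9, exact test, p = 0.00391) and at 1 mA 1 h (0.45 ± 0.30, 7 of 7, p = 0.0156). No interaction had an adjusted p under 0.05 (lowest 0.0820). Leaving out 1 experiment took FOS and BDNF at 1 mA 1 h and IL1R1 at 1 mA immediate to p = 0.0625. Centred on the median of the 21 genes, TGFB1 at 1 mA 1 h had an interaction of 0.249 (exact sign-flip test, p = 0.141) and IL1R1 at 1 mA immediate of -0.31 (p = 0.0625). On the linear scale the exact test gave p = 0.719 for FOS at 1 mA 1 h. Without the 2 experiments of opposite DCS S profile, left out only after the values were seen, 10 genes had an interaction at 0.1 mA 1 h and 3 at 1 mA immediate.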

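FOS had the highest arithmetic mean fold change of the 21 genes in each of the 10 groups compared with con S, although in DCS S at 0.1 mA after 1 h it did not pass the test. By the geometric mean it was highest in 9, and in con P at immediate collection IL1R1 ranked above it. By the arithmetic mean IL1R1 came next in 8 groups. In DCS P it rose to 1.91 ± 0.771 at 0.1 mA immediate (SD, n = 9, above 1 in 9, exact Wilcoxon signed-rank test, p = 0.00391) and 2.5 ± 1.10 at 0.1 mA 1 h (8 of 9, p = 0.00781). At 1 mA it rose to 1.33 ± 0.295 at immediate collection (n = 8, above 1 in 7, exact test, p = 0.0156) and 2.9 ± 0.415 at 1 h (7 of 7, p = 0.0156). The other 2 groups were at 1 mA immediate, where FGF2 came next in DCS P (1.39 ± 0.398, SD, n = 10, exact test, p = 0.0195) and BDNF in DCS S. CNTF in DCS P reached 1.82 ± 0.758 at 1 mA 1 h (SD, n = 7, above 1 in 7, exact test, p = 0.0156). With no housekeeping gene as reference, the geometric mean of CNTF there went from 1.72 to 1.16 (exact test, p = 0.469). In that setting the median of the gene means was -0.49 on the log2 scale, since its reference, the median Ct of the same genes, had itself moved. In DCS P at 1 mA immediate it went from 1.31 to 1.18 for IL1R1 (exact test, p = 0.148) and from 1.33 to 1.18 for FGF2 (p = 0.0547).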

The largest effects observed were for the immediate early gene FOS (as much as 24-fold increase). We have previously shown that DCS induces increased flow across EC monolayers due to the electroosmotic effect^16^ but direct effects of electric field on ECs and astrocyte polarization are plausible. While the cellular and molecular targets of tDCS still continue to be explicated, our results support the idea that endothelial cells and astrocytes forming the BBB are probable targets, and their responses may, in part, explain the changes (including plasticity) of neuronal activity produced by tDCS.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The datasets generated and/or analyzed during the current study are included in this article, its supplemental files, and available in the Gene Expression Omnibus repository (GSE207140, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207140).

# Supplementary material for: Direct current stimulation modulates gene expression in isolated astrocytes with implications for glia-mediated plasticity
**Source:** Sci Rep. 2022 Oct 26;12:17964. doi: 10.1038/s41598-022-22394-8

**Supplementary Information**

**Table S1. Primers used for bEnd.3 gene expression.**

| Symbol | Gene Name | Forward | Reverse |
| --- | --- | --- | --- |
| Bdnf | Brain derived neurotrophic factor | TCATACTTCGGTTGCATGAAGG | AGACCTCTCGAACCTGCCC |
| Gmfb | Glia maturation factor, beta | AGAAACCCACAATGCTGCTATT | TACGAGACTCTGCCATCATCA |
| Gmfg | Glia maturation factor, gamma | AATGCCGCCATCATAATGAAAGT | GCTGTCTCTCTGGCAATTCCA |
| Mef2c | Myocyte enhancer factor 2C | ATCCCGATGCAGACGATTCAG | AACAGCACACAATCTTTGCCT |
| Nos3 | endothelial NOS | CACCAGGAAGAAGACCTTTAAGGA | CACACGCTTCGCCATCAC |
| Vegf 120 | Vascular endothelial growth factor | GCCAGCACATAGAGAGAATGAGC | CGGCTTGTCACATTTTTCTGG |
| Vegfr1 | Vegf receptor | GCCAGACTCTCTTTCTCAAGTGC | GGGGAGTGATGCTCAGCCT |
| Cbln1 | Cerebllin 1 precursor protein | TCTGACCCTACGGGCACTG | TCTCGGACGGCTCATGGTT |
| Cntf | Ciliary neurotrophic factor | TCTGTAGCCGCTCTATCTGG | GGTACACCATCCACTGAGTCAA |
| Fgf9 | Fibroblast growth factor 9 | ATGGCTCCCTTAGGTGAAGTT | TCCGCCTGAGAATCCCCTTT |
| Hcrtr 1 | Hypocretin (orexin) receptor 1 | CTGTGGCGCGATTATCTCTAC | GCCAGGGACAGGTTGACAA |
| Mt3 | Metallothionein 3 | ACCTGCCCCTGTCCTACTG | CCTTGGCACACTTCTCACATC |
| Ntf3 | Neurotrophin 3 | GGAGTTTGCCGGAAGACTCTC | GGGTGCTCTGGTAATTTTCCTTA |

**Table S2. Primers used for Human Astrocyte gene expression.**

| Symbol | Gene Name | Forward | Reverse |
| --- | --- | --- | --- |
| BDNF | Brain-derived neurotrophic factor | CTACGAGACCAAGTGCAATCC | AATCGCCAGCCAATTCTCTTT |
| FAS | Fas (TNF receptor superfamily, member 6) | TCTGGTTCTTACGTCTGTTGC | CTGTGCAGTCCCTAGCTTTCC |
| FGF2 | Fibroblast growth factor 2 (basic) | AGAAGAGCGACCCTCACATCA | CGGTTAGCACACACTCCTTTG |
| FGFR1 | Fibroblast growth factor receptor 1 | GGCTACAAGGTCCGTTATGCC | GATGCTGCCGTACTCATTCTC |
| GMFB | Glia maturation factor, beta | ATGTTGCCGAAGATTTAGTGGAA | CCACCAGGCGTTTATCCTTGT |
| BAX | BCL2-associated X protein | CCCGAGAGGTCTTTTTCCGAG | CCAGCCCATGATGGTTCTGAT |
| TGFB1 | Transforming growth factor, beta 1 | CAATTCCTGGCGATACCTCAG | GCACAACTCCGGTGACATCAA |
| HSPB1 | Heat shock 27kDa protein 1 | ACGGTCAAGACCAAGGATGG | AGCGTGTATTTCCGCGTGA |
| IL1R1 | Interleukin 1 receptor, type I | GGCCAGTTGAGTGACATTGCT | TGTGATGAGGGTACTCCTTCTTT |
| IL6ST | Interleukin 6 signal transducer (gp130, oncostatin M receptor) | GTGAGTGGGATGGTGGAAGG | CAAACTTGTGTGTTGCCCATTC |
| MAGED1 | Melanoma antigen family D, 1 | GAAGACAGCGCCTTGCTTATG | GTGGCCTGGTTAGTAGGTGG |
| NGFRAP1 | Nerve growth factor receptor (TNFRSF16) associated protein 1 | GCAGCCTATGCAGAATGGAGA | CCCCATAAGGATACGCAGACA |
| BCL2 | B-cell CLL/lymphoma 2 | GGTGGGGTCATGTGTGTGG | CGGTTCAGGTACTCAGTCATCC |
| CCKAR | Cholecystokinin A receptor | CCCATGCTTTGAAGGTGATTGC | CATATTCGCGGTCTGGTTGTTA |
| CD40 | CD40 molecule, TNF receptor superfamily member 5 | ACTGAAACGGAATGCCTTCCT | CCTCACTCGTACAGTGCCA |
| CNTF | Ciliary neurotrophic factor | ACAGAGCATTCACCGCTGAC | TCAGGTCTGAACGAATCTTCCTT |
| CRHBP | Corticotropin releasing hormone binding protein | CACACCAGCATCGAAACTGC | TGAAGACCATTTACGTGTCCCA |
| CXCR4 | Chemokine (C-X-C motif) receptor 4 | ACGCCACCAACAGTCAGAG | AGTCGGGAATAGTCAGCAGGA |
| FOS | FBJ murine osteosarcoma viral oncogene homolog | CCGGGGATAGCCTCTCTTACT | CCAGGTCCGTGCAGAAGTC |
| FRS2 | Fibroblast growth factor receptor substrate 2 | CCTGCGACGCTATGGCTATG | ACGGGCACACTTAAAGGCAAA |

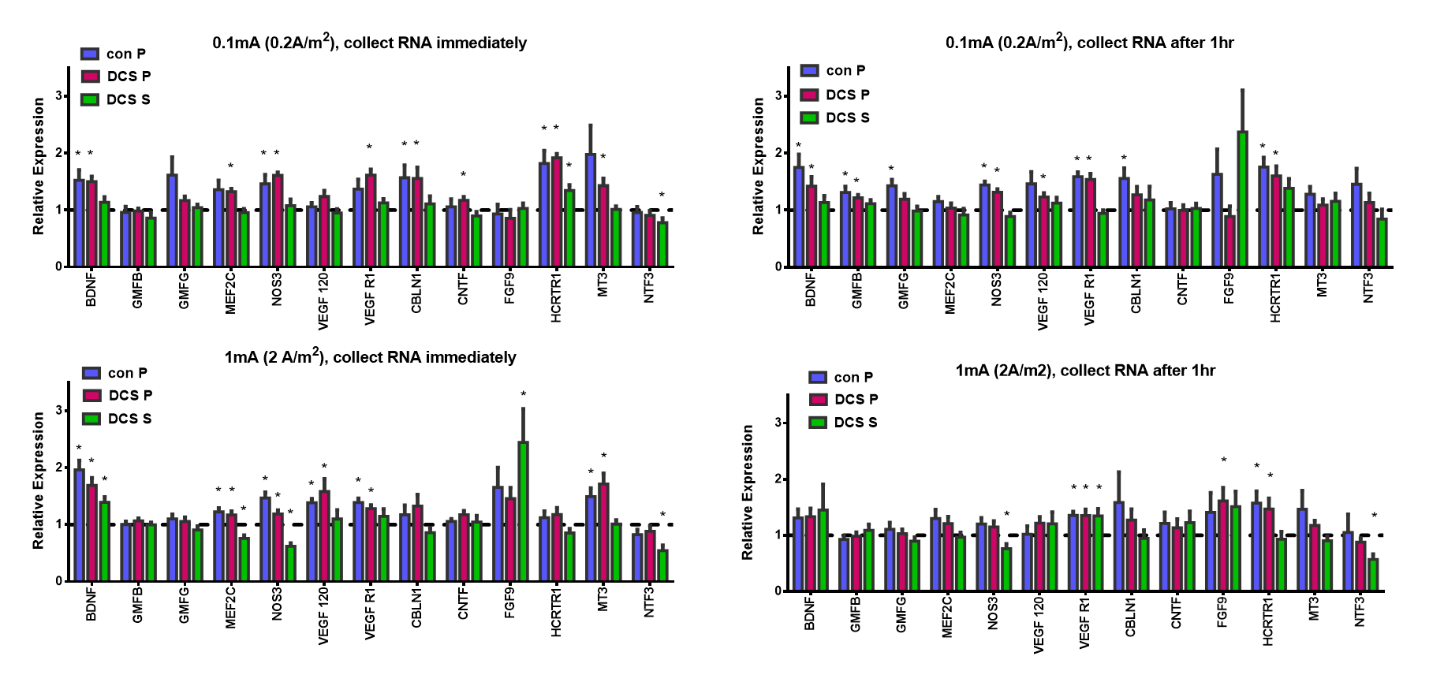

**Figure S1.** Gene expression for bEnd.3 cells exposed to DCS for 10 min at 0.1mA (top) or 1mA (bottom); RNA collected immediately (left) or after 1hr (right). ConP- Samples with a hydrostatic pressure gradient that induces convective flow; DCS P- samples with a hydrostatic pressure gradient plus DCS; DCS S- samples under static conditions with DCS. All samples are normalized to static control (ConS; represented by dashed line at 1.0). n>7 for all cases. *Significantly different from 1.0 by Wilcoxon signed rank test, p<0.05.

**Figure S2.** Gene expression for human astrocytes exposed to DCS for 10 min at 0.1mA (top) or 1mA (bottom); RNA collected immediately (left) or after 1hr (right). ConP- Samples with a hydrostatic pressure gradient that induces convective flow; DCS P- samples with a hydrostatic pressure gradient plus DCS; DCS S- samples under static conditions with DCS. All samples are normalized to static control (ConS; represented by dashed line at 1.0). n>7 for all cases. *Significantly different from 1.0 by Wilcoxon signed rank test, p<0.05.

**Figure S3.** Unaltered, full-length images of western blots, and bright field image of ladder for each blot.

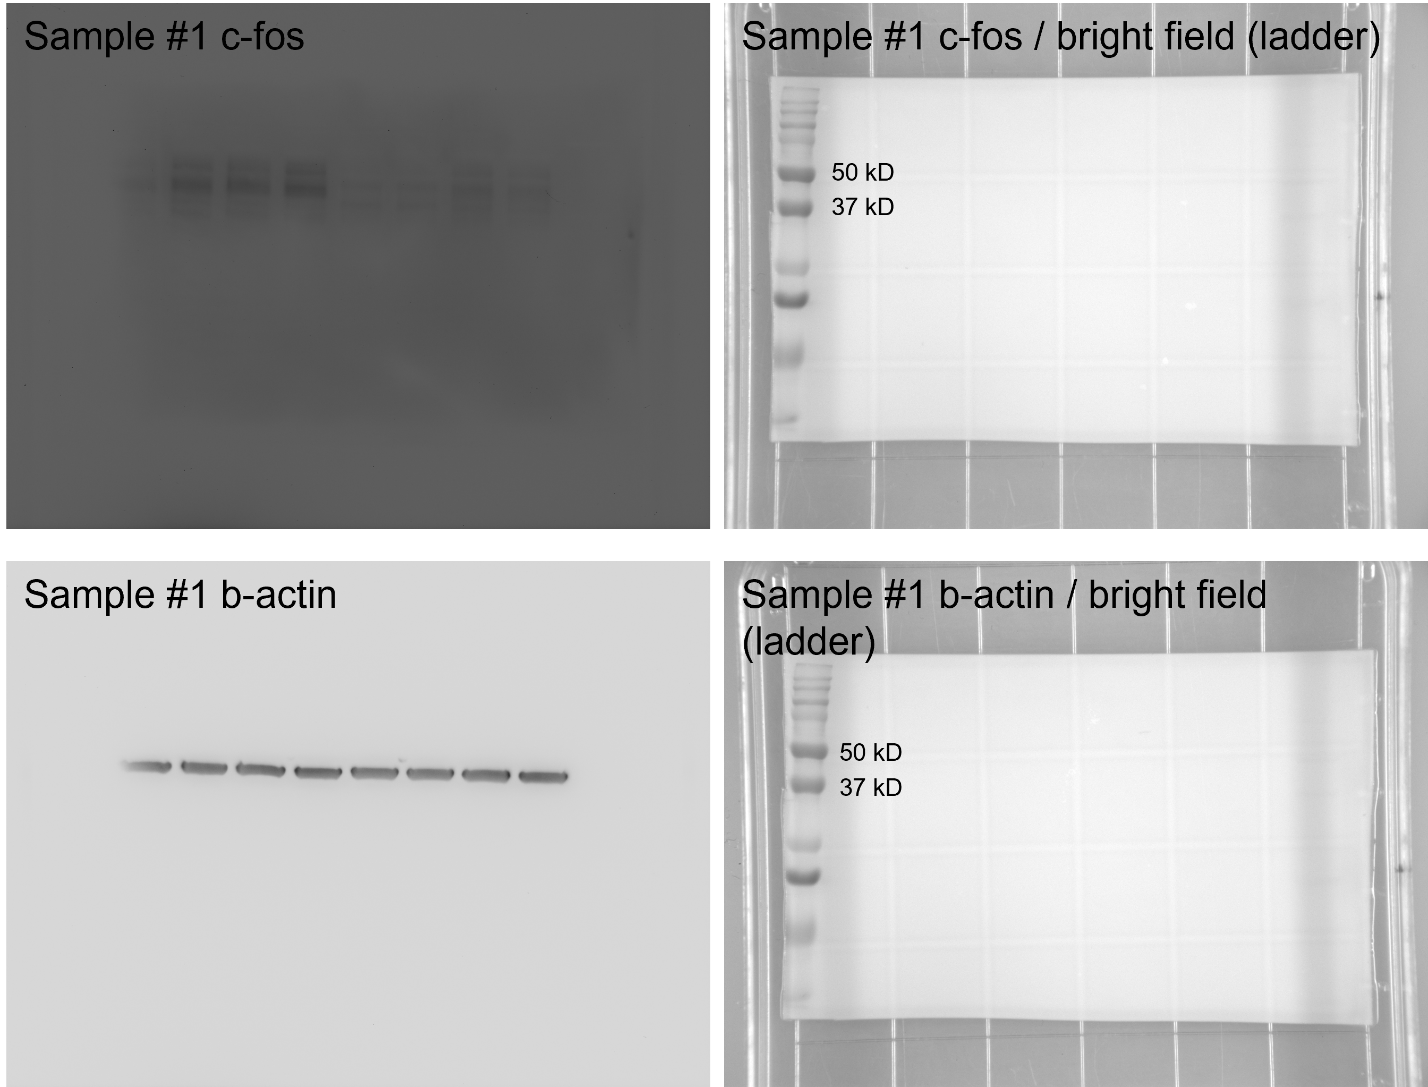

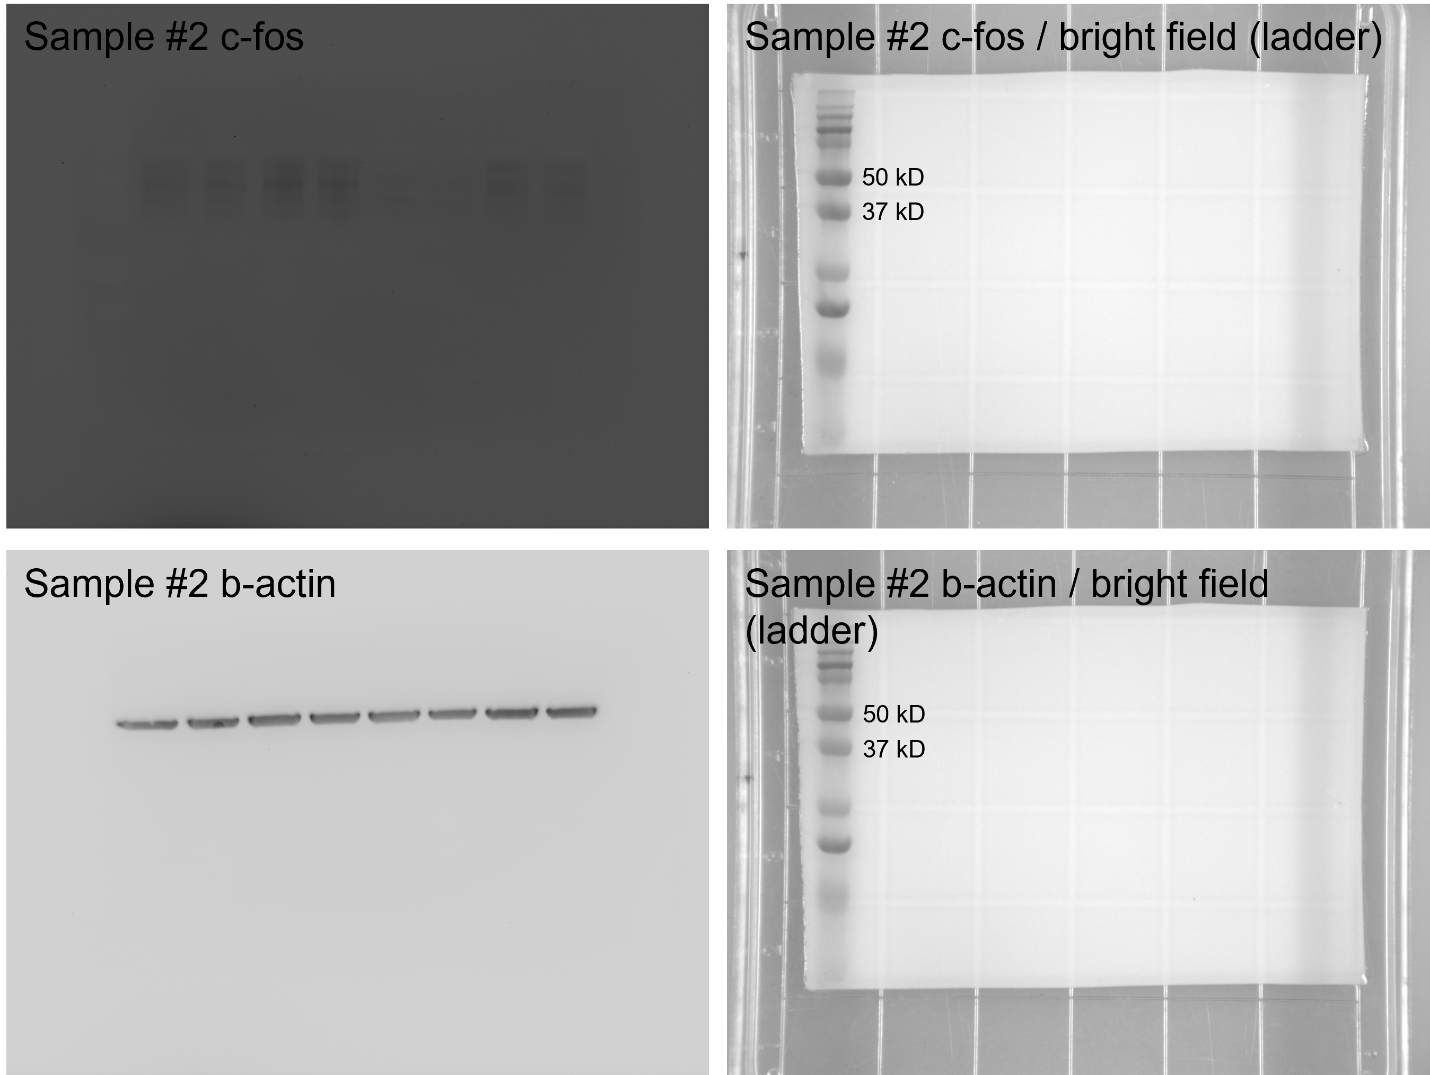

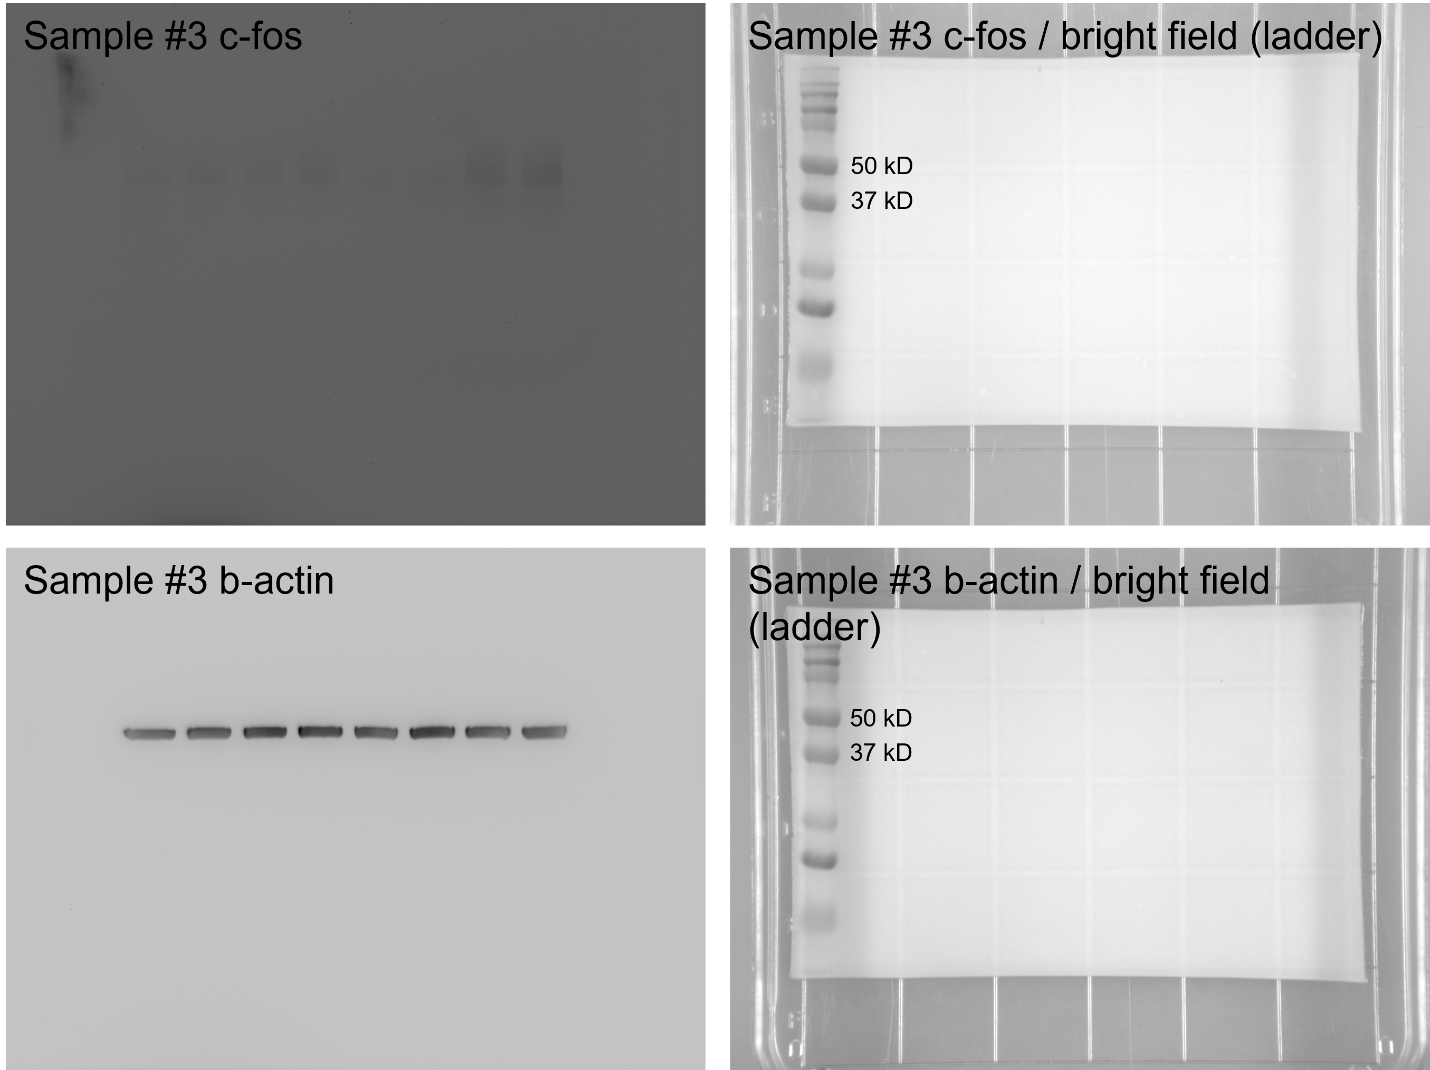

**Supplement:** Supplementary file 3 — Supplementary Information 3.

How the deposited data were processed for this re-analysis (not part of the article)

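The values came from RT-qPCR of 21 genes in 140 monolayers of human astrocytes, in 35 experiments of 4 monolayers each. The grouping of monolayers by treatment, current, collection time and experiment followed the sample labels and the supplementary table of samples. The Ct values were deposited by the authors without normalization, as threshold cycles averaged over duplicate wells. The normalized score values were made by the authors as 2 to the power of the average Ct of GAPDH and ACTB minus the Ct of the gene, and were deposited on a linear scale. The fold change, a ratio, was made by the authors by dividing the normalized value of a monolayer by that of the con S monolayer of its experiment, and was deposited on a linear scale. For each set of 4 monolayers the deposited ratio of con S to itself was not used, which left out 35 columns. The instrument's Ct threshold and the cell lots are not given in the sources used here. The genes were identified by RefSeq accession, with 21 of 21 found in a reference table and 20 symbols unchanged. The other, NGFRAP1, is now named BEX3.

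The deposited fold changes were checked against the normalized values and the Ct values. Of 2144 fold changes, 2144 were within 1e-06 of the recomputed log2 ratio. There were 61 fold changes without a value, in 4 experiments at 1 mA with immediate collection. Of all Ct values, 0 were above 35, the level set for late signals. No 2 monolayers had identical Ct values, and the smallest median difference in Ct between 2 monolayers was 0.0971. The reference Ct of a monolayer was recovered from its Ct and normalized values. All monolayers were kept, including 2 of 35 experiments whose DCS S profile ran opposite to the others of their set.

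The fold changes of a group were compared with the calibrator by a two-sided exact Wilcoxon signed-rank test, computed over all sign assignments. DCS P was compared with con P by a permutation test of the difference in mean fold change. It stood in place of the t-test named in the legend of Fig. 3, which was run as an alternative. The current and collection time comparisons used the same permutation test on log2 fold changes. Permutation tests were exact where a group held fewer than 10 monolayers and otherwise used 100000 resamples with the random seed 20221026. Interactions, DCS P against DCS S, and the reference Ct were tested within experiments by an exact sign-flip permutation test. The threshold was an unadjusted p of 0.05, as in the paper's methods, and Benjamini-Hochberg adjusted values were computed over all tests of each kind. With 7 experiments the smallest possible exact two-sided p is 0.0156.

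DCS P and con P of one experiment share a con S monolayer, so the pairing comes from the deposited design. Without con S, the log2 normalized values of the 2 monolayers deviated together from their group means, with a correlation over genes from 0.435 to 0.995 (median 0.900), over 0.1 in 35 of 35 pairs. The value paired by experiment is given beside a result where it changed a call or a count by over 1.5 times.

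The tests were tried on simulated data with the spread of each real gene and the real group sizes. Unchanged genes were called in 2.62% to 7.62% of draws over the comparisons. A 1.5-fold change was recovered in 68.8% to 98.6% of draws against con S, in 79.0% to 90.5% for DCS P against con P and in 53.6% to 87.4% for the interaction.

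The genes named in the text were FOS, BDNF, IL1R1 and CNTF in every comparison, and in each comparison every gene past the threshold, with full values for at most 6 with the largest mean log2 change. The means of Fig. 3 and part of the fold changes had been seen when this rule was written. The alternatives were the log2 scale, a sign-flip test, centring on the median of the 21 genes, a reference without housekeeping genes, con P of one current, the paired comparison, the t-test of the legend of Fig. 3, 2 families of adjustment, and leaving out each experiment in turn. Chance was examined with 100 regroupings of monolayers for each count. The bEnd.3 data and the western blots of the paper were not analysed here. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.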

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

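The tests of exchanged monolayers, of a con S or a DCS S monolayer out of place and of a difference between sets of experiments that moves FOS were chosen only after the results were seen.

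Of 32 groups of FOS, BDNF, IL1R1 and CNTF values, 8 held 1 monolayer far from the others by Dixon's ratio on the log2 scale. Chance flags about 1 in 20 groups. The FOS fold change in DCS P at 1 mA immediate reached 55.4 in 1 monolayer, with the others between 0.149 and 2.38. In DCS S of the same set 1 monolayer stood at 0.0156, with the others between 2.01 and 6.58. For BDNF, 1 DCS S monolayer at 0.1 mA 1 h stood at 0.336 (others 1.401 to 2.84) and 1 at 1 mA 1 h at 3.73 (others 1.86 to 2.32). For IL1R1, 1 DCS S monolayer at 0.1 mA 1 h stood at 0.530 (others 1.61 to 3.55) and 1 at 1 mA 1 h at 0.916 (others 2.65 to 3.02). For CNTF, 1 DCS P monolayer at 0.1 mA 1 h stood at 0.364 (others 0.961 to 2.35) and 1 DCS S monolayer at 1 mA immediate at 0.693 (others 1.01 to 1.31).

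The response differed between 1 and 0.1 mA in 6 comparisons of the 4 named genes (exact permutation test of log2 fold changes). At immediate collection IL1R1 differed by -0.46 in DCS P and -0.40 in DCS S, and CNTF by -0.72 and -0.47. At 1 h FOS differed by 2.3 in DCS P and 2.04 in DCS S. Con P, which had no current, differed between the same sets of experiments for IL1R1 by -0.48 and FOS by -1.3 at immediate collection, and for BDNF by 0.52 and FOS by 1.89 at 1 h. Leaving out 1 experiment in turn, chosen only after the results were seen, kept the IL1R1 difference. It took FOS at immediate collection to -0.73 (exact p up to 0.0862, and 0.0648 on the linear scale with all), BDNF to p = 0.0869 and FOS at 1 h to p = 0.0579. None of these 10 differences had an adjusted p under 0.05.

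The response differed between 1 h and immediate collection in 11 comparisons of the named genes, by permutation tests of log2 fold changes on different experiments. In con P the difference was 0.56 for BDNF and 0.39 for IL1R1. In DCS P at 0.1 mA it was 0.66 for BDNF (exact test, p = 0.00745). In DCS P at 1 mA it was 1.00 for BDNF, 1.14 for IL1R1, 1.06 for CNTF and 2.62 for FOS (exact p = 0.00036, 0.000155, 0.000437 and 0.0227). In DCS S at 1 mA it was 0.66 for BDNF, 0.87 for IL1R1, 0.86 for CNTF and 2.42 for FOS (exact p = 0.00581, 0.00594, 0.000175 and 0.0163). Adjusted p-values were under 0.05 except for IL1R1 in con P and FOS in both DCS conditions.

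Genes that the text of the paper does not discuss also changed by the exact Wilcoxon signed-rank test. The mean fold change in con P at 1 h was 0.640 for CCKAR and 0.663 for FRS2. In DCS S at 0.1 mA immediate it was 0.426 for CXCR4, and in DCS S at 1 mA 1 h it was 0.612 for CCKAR and 0.501 for CXCR4.

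In 2 of 35 experiments the DCS S profile ran opposite to the others of its set. Had only the con S monolayer been out of place, DCS S over con P would have followed the others, but its lower r was -0.479 against 0.364 to 0.942 elsewhere, which argues against it. Had only the DCS S monolayer been out of place, con P over con S would have followed the others, but its lower r was -0.501 against 0.0198 to 0.915 elsewhere, which argues against that too. With con S and DCS S exchanged, the con P profile of both experiments followed the others (lower r 0.63), though this value shares the DCS S monolayer with the profile that singled them out. An exchange of the 2 monolayers is a candidate explanation. No biological explanation was tested, and no label was altered.

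FOS was higher at 1 mA than at 0.1 mA after 1 h in both DCS conditions. The within-experiment log2 ratio to con P differed between the currents by 0.41 in DCS P (exact permutation test, p = 0.308) and 0.15 in DCS S (p = 0.80). With the shift of con P itself, this is consistent with a difference between the 2 sets of experiments that moves con P, DCS P and DCS S relative to con S. An effect of the current stays open, since each current was applied in other experiments and a p over the threshold does not show that the ratios were equal.

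In con P the mean reference Ct stood at -0.164 from con S at immediate collection (SD 0.356, n = 17, exact sign-flip permutation test, p = 0.0590). At 1 h, 9 genes were lower in con P, and the mean reference Ct stood at -0.135 from con S. Centring on the median of the 21 genes left 4 of them lower, FAS, TGFB1, CCKAR and FRS2, with mean log2 values of -0.79 to -0.47 before and -0.56 to -0.24 after (SD 0.21 to 0.57). The other 5 lay at -0.32 to -0.22 before and -0.10 to 0.00304 after (SD 0.25 to 0.44), so their call ended because the value moved to near 0. With no housekeeping gene as reference, HSPB1 (mean log2 -0.24, SD 0.35, exact Wilcoxon test, p = 0.0155) and CRHBP (-0.31, SD 0.46, p = 0.0214) were still lower. This setting refers each gene to the median Ct of the same 21 genes, so a rise of a gene near that median also lowers the others. The values of HSPB1 and CRHBP lay within 1 SD of 0, and centring ended both calls. FGFR1, GMFB and BAX were then at -0.23 to -0.13 (p of 0.0554 to 0.211). For the 5 genes a shift of the reference and a broad fall of transcripts with longer flow cannot be told apart. Centring removes both. The setting with no housekeeping gene would also remove a broad fall. Its median of the gene means of -0.17, with 2 genes called higher and 8 lower, therefore decides neither. The flow time as the biological cause was not tested apart from the set of experiments.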

How the results depend on the processing

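Leaving out the 2 experiments of opposite DCS S profile, leave-one-out with the sign-flip test for FOS, leave-one-out of con P between the currents, the within-experiment ratio to con P in the comparison of currents, and con P of one current for the count at either collection time were chosen only after the results were seen. Counts are listed where they moved by over 1.5 times, and splits of higher and lower genes where the share of higher genes moved by over 10 percentage points. For every change below without a stated reason, the cause was not tested.

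The t-test of the legend of Fig. 3 changed 0 of 4 counts and 0 of 21 gene ratios of DCS P to con P. The sign-flip test on log2 values changed 0 of 11 counts by over 1.5 times, ended 4 of 68 gene calls and turned 1 value that was not called. The log2 scale changed 1 of 15 counts by over 1.5 times (DCS S 1 mA immediate, 2 in place of 4), ended 6 of 89 gene calls and turned 2 values that were not called. A filter on Ct above 35 gave no value to change, since no Ct lay above it. BDNF in DCS P at 1 mA immediate, at 1.02 and not called, was 0.997 on the log2 scale and by the sign-flip test.

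The replicate block, pairing DCS P and con P of one experiment, gave 1 gene at 0.1 mA immediate, 6 at 0.1 mA 1 h and 6 at 1 mA immediate in place of 0, 0 and 3, and 10 in place of 7 at 1 mA 1 h. Of the named genes it turned FOS at 0.1 mA 1 h from 0.794 to 1.98 (p = 0.0117, exact test) and IL1R1 at 1 mA immediate from 0.831, not called, to 1.03. It made calls for BDNF at both times of 0.1 mA, IL1R1 at 0.1 mA 1 h and FOS at 1 mA immediate, and ended those of IL1R1 and BCL2 at 1 mA 1 h. It changed no other call of the named gene ratios. Pairing removes the spread between experiments that the 2 monolayers share.

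With con P of the same current, 1 gene differed at 0.1 mA 1 h, 1 at 1 mA immediate and 0 at 1 mA 1 h (exact permutation test at an unadjusted p under 0.05), with fewer con P monolayers. At 1 mA 1 h the FOS ratio was then 3.18 (exact permutation test, p = 0.182) and that of BDNF 1.42 (p = 0.0775). FOS at 0.1 mA 1 h was 1.71 and IL1R1 at 1 mA immediate 1.02, both turned and not called. FOS at 0.1 mA 1 h was also above 1 on the log2 scale (1.12) and centred (1.06). In con P of the 0.1 mA experiments alone BDNF at 1 h was 0.991, and in con P of the 1 mA experiments alone CNTF at immediate collection was 0.903 and 9 genes changed at either time.

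Adjustment over all genes and groups left 6 of 10 genes in DCS S 0.1 mA immediate, 3 of 10 in DCS P and 5 of 8 in DCS S at 0.1 mA 1 h, 0 of 6 in DCS P and 1 of 4 in DCS S at 1 mA immediate, and 0 of 7 in DCS P and 0 of 6 in DCS S at 1 mA 1 h. Adjustment within each group left 6, 5, 0, 0, 0 and 0 in the last 6 of these. At 1 mA 1 h the adjusted p over all was 0.0631, and within the group 0.0656, for FOS in DCS P (24.1) and DCS S (18.7) and for BDNF in DCS P (2.1) and DCS S (2.33), where 7 experiments allow no p under 0.0156. For DCS P against con P, adjustment over all 4 comparisons left 0 of 3 genes at 1 mA immediate and 0 of 7 at 1 mA 1 h (FOS 5.37, adjusted p = 0.155, and BDNF 1.74, adjusted p = 0.101), and adjustment within each comparison left 0 and 4.

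Centring on the median of the 21 genes changed con P at 1 h from 11 genes to 7, DCS P at 1 mA immediate from 6 to 3 and DCS S there from 4 to 2. It changed DCS P against con P at 1 mA 1 h from 7 to 4, interactions at 1 mA immediate from 1 to 0, the currents from 2 to 1 in DCS P and from 1 to 2 in DCS S at 1 h, and the collection times from 12 to 6 in con P and from 5 to 1 in DCS S at 0.1 mA. It turned the BDNF interaction at 0.1 mA immediate (0.0138) and the time difference of CNTF in con P (0.18) and in DCS P at 0.1 mA (0.18), none of them called. In con P at 1 h the median of the gene means was -0.24 on the log2 scale before centring, and the split of 2 higher and 9 lower genes became 3 and 4. Other splits that moved were DCS P at 0.1 mA immediate (4 and 2 to 5 and 1), DCS S there (8 and 2 to 6 and 4), DCS P at 0.1 mA 1 h (3 and 7 to 4 and 4) and DCS P at 1 mA immediate (3 and 3 to 2 and 1).

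With no housekeeping gene, 5 genes differed from con S in DCS P and 3 in DCS S at 0.1 mA 1 h. In DCS P at 1 mA 1 h 17 did, of which 3 were higher and 14 lower, with a median of the gene means of -0.49. BDNF in DCS P at 1 mA immediate was 0.883 and CNTF in DCS S there 0.936. Splits that moved were DCS P at 0.1 mA immediate (to 3 and 3), DCS P and DCS S at 0.1 mA 1 h (to 3 and 2, and 3 and 0), DCS P and DCS S at 1 mA immediate (to 0 and 4, and 0 and 3) and DCS S at 1 mA 1 h (from 4 and 2 to 4 and 5).

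On the linear scale 2 interactions were found at 1 mA immediate and 0 genes differed between currents in DCS S at 1 h. FOS in DCS P at immediate collection differed between currents by 4.64 (permutation test, p = 0.929, against -0.22 on the log2 scale), and CNTF in DCS P at 0.1 mA between times by 0.0189.

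Without the 2 experiments of opposite profile 4 genes differed between DCS P and con P at 0.1 mA 1 h, interactions were 10 at 0.1 mA 1 h and 3 at 1 mA immediate, and 1 gene differed between currents in DCS P at immediate collection. Values that turned, all uncalled, were the FOS interaction at 1 mA immediate (-0.41), the current difference of FOS in DCS P at immediate collection (0.25) and of IL1R1 in DCS S at 1 h (-0.0875), and the time difference of CNTF in con P (0.00531) and in DCS P at 0.1 mA (0.21).

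With the within-experiment ratio to con P, the currents differed for 0 genes in DCS P at 1 h, 0 in DCS S at immediate collection and 2 in DCS S at 1 h (exact permutation test at an unadjusted p under 0.05). FOS in DCS P at immediate collection turned to 1.08 (exact test, p = 0.0210). IL1R1 turned to 0.0357 in DCS P and 0.0748 in DCS S at immediate collection and to -0.18 and -0.37 at 1 h, with no call.

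Leaving out each experiment in turn kept 55 of 74 gene calls every time and ended 19 at least once. Counts ranged from 6 to 10 in DCS P at 0.1 mA immediate, 6 to 9 in DCS P and 5 to 10 in DCS S at 0.1 mA 1 h, and 2 to 7 in DCS P at 1 mA immediate. For DCS P against con P they ranged from 0 to 1 and 0 to 4 at 0.1 mA and from 1 to 4 and 4 to 7 at 1 mA. Interactions ranged from 4 to 10 at 0.1 mA 1 h, 0 to 3 at 1 mA immediate and 2 to 4 at 1 mA 1 h. Uncalled values that turned were CNTF in con P at 1 h (0.997 to 1.12), BDNF in DCS P at 1 mA immediate (0.989 to 1.06), the FOS ratio at 0.1 mA 1 h (0.668 to 1.05) and the FOS interactions at 0.1 mA 1 h (-0.49 to 0.21) and 1 mA immediate (-0.41 to 0.80). Leave-one-out with the sign-flip test on log2 values took FOS in DCS S at 1 mA immediate to 3.33 (exact test, p = 0.00781). Leave-one-out of con P between the currents turned CNTF at 1 h, uncalled, from 0.11 to -0.0879.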

Differences from the paper's values

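Of 49 values set beside the paper's, 2 differed by over 1.5 times, both for FOS in DCS P at 1 mA with immediate collection, and 0 of 11 values stated in its text did. The other values differed by a ratio of at most 1.09. The setting without the 2 experiments of opposite DCS S profile was chosen only after the results were seen.

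The mean FOS fold change in DCS P at 1 mA immediate was 7.67, and the paper's was about 1.7 in Fig. 3, read by eye. Of the alternatives set before the data were examined, the log2 scale (2.07), the sign-flip test on log2 values (2.07), centring on the median of the 21 genes (2.16) and no housekeeping gene (1.86) gave values within 1.5 times the paper's. All of these are geometric means, an unlike measure to the mean fold change of the paper. Leaving out each experiment in turn gave arithmetic means of 1.71 to 8.61. The lowest, without the monolayer at 55.4, was within 1.5 times. Both families of Benjamini-Hochberg adjustment left the value at 7.67.

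The ratio of DCS P to con P for the same gene and set was 4.48, and the paper's was about 0.96 in Fig. 3, read by eye. Leaving out each experiment in turn gave 1.05 to 5.28, and the lowest was within 1.5 times. The replicate block (2.67), con P of the same current (6.59), the log2 scale (1.702), centring (1.745), the t-test of the legend of Fig. 3 and both families of adjustment (4.48) did not reach the paper's value. Those of the replicate block, the log2 scale and centring are ratios of geometric means.

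The paper counts 15 genes changed by con P at either collection time, and 14 were found here at the same threshold. The log2 scale gave 15, and so did leaving out the 2 experiments of opposite DCS S profile, a setting chosen after seeing the values. Which of the paper's own genes that setting drops was not counted, since the text of the paper does not list them. In Fig. 3 the paper marks BDNF and FRS2 as differing between DCS P and con P at 1 mA immediate. FGF2 was also called here (ratio 1.24, permutation test, p = 0.0284), but not on the log2 scale (p = 0.0604) or against con P of the same current (p = 0.0875). The paper gives more than 7 samples per group, and 7 experiments were mapped to 1 mA with collection after 1 h.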

Other observations

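CXCR4, a chemokine receptor that guides migrating cells, fell in DCS S at 0.1 mA immediate and at 1 mA 1 h, and in con P at immediate collection it did not pass the test (1.13, exact Wilcoxon signed-rank test, n = 18, p = 0.766, a value picked after the results were seen). FAS and TGFB1 fell together in DCS S at 0.1 mA after 1 h, to 0.801 ± 0.122 (SD, lower in 9 of 9, exact test, p = 0.00391) and 0.803 ± 0.124 (SD, lower in 8 of 9, p = 0.00781). With no housekeeping gene neither passed the exact test (FAS 0.834, p = 0.129, and TGFB1 0.835, p = 0.0742). FRS2 fell to 0.786 ± 0.150 in DCS P at 0.1 mA 1 h (SD, lower in 9 of 9, exact test, p = 0.00391), and CCKAR to 0.726 ± 0.133 (SD, 9 of 9, p = 0.00391). CNTF did not pass the test in con P (1.10 at immediate collection, exact test, p = 0.799, and 1.08 at 1 h, p = 1.0), or in DCS P at 0.1 mA (1.47 and 1.49, p = 0.0742 each) and at 1 mA immediate (0.854, p = 0.129). The FOS interaction was -0.28 at 0.1 mA 1 h (exact sign-flip test, p = 0.648) and 0.54 at 1 mA immediate (p = 0.879).

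Counts of genes were compared with those of 100 regroupings of the monolayers, the real grouping included. For con P against con S, 14 genes changed at either time, and 1 of 100 exchanges within experiments gave as many, the highest other being 8. For the 8 DCS groups summed, the count was 57 and 1 of 100 gave as many, the highest other being 21. For the interactions summed over the 4 sets the count was 18 and 1 of 100 gave as many, the highest other being 15. For con P at 1 h against immediate collection the count was 12 and 1 of 100 gave as many, the highest other being 8. For these 4 counts no grouping but the real one gave as many.

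For DCS P against con P at 1 mA 1 h the count was 7, and 4 of 100 regroupings gave as many, the highest other being 8. These regroupings ignore the experiments and pool con P over both currents, so they do not settle chance. Against con P of the same current, with fewer con P monolayers, 0 genes differed there. Part of the count can thus come from the difference between the sets of experiments. At 1 mA immediate the count was 3, and 15 of 100 gave as many, the highest other being 9, so that those regroupings, which ignore the experiments, do not exclude chance. Exchanges of DCS P and con P within experiments keep the pairs. They were not among the planned tests of chance. They gave 3 or more genes at 1 mA immediate in 1 of 100, the real grouping itself (highest other 2). By these exchanges, unlike the planned regroupings, that count was larger than chance gave. At 1 mA 1 h they gave 7 or more in 4 of 100 (highest other 7). At 0.1 mA, 0 genes differed by the permutation test at an unadjusted p under 0.05 and 0 by the t-test of the legend of Fig. 3. Such exchanges gave up to 5 genes there at immediate collection and 2 at 1 h. For 1 mA against 0.1 mA, summed over DCS P and DCS S at both times, the count was 9 and 10 of 100 gave as many, the highest other being 12, so that chance cannot be excluded.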
